# Linking methanotroph phenotypes to genotypes using a simple spatially resolved model ecosystem

**DOI:** 10.1093/ismejo/wrae060

**Published:** 2024-04-16

**Authors:** Delaney G Beals, Aaron W Puri

**Keywords:** methanotroph, methane, model ecosystem, phenotypic heterogeneity

## Abstract

Connecting genes to phenotypic traits in bacteria is often challenging because of a lack of environmental context in laboratory settings. Laboratory-based model ecosystems offer a means to better account for environmental conditions compared with standard planktonic cultures and can help link genotypes and phenotypes. Here, we present a simple, cost-effective, laboratory-based model ecosystem to study aerobic methane-oxidizing bacteria (methanotrophs) within the methane-oxygen counter gradient typically found in the natural environment of these organisms. Culturing the methanotroph *Methylomonas* sp. strain LW13 in this system resulted in the formation of a distinct horizontal band at the intersection of the counter gradient, which we discovered was not due to increased numbers of bacteria at this location but instead to an increased amount of polysaccharides. We also discovered that different methanotrophic taxa form polysaccharide bands with distinct locations and morphologies when grown in the methane-oxygen counter gradient. By comparing transcriptomic data from LW13 growing within and surrounding this band, we identified genes upregulated within the band and validated their involvement in growth and band formation within the model ecosystem using knockout strains. Notably, deletion of these genes did not negatively affect growth using standard planktonic culturing methods. This work highlights the use of a laboratory-based model ecosystem that more closely mimics the natural environment to uncover bacterial phenotypes missing from standard laboratory conditions, and to link these phenotypes with their genetic determinants.

## Introduction

Despite the explosion in availability of bacterial genomic data, linking genes with organismal phenotypes remains difficult. One reason is that assigning gene functions can be hindered by a lack of ecological context in the lab, as bacteria are removed from the environments where they evolved. To address this, researchers have developed various strategies to reintegrate environmental factors and spatial structure into laboratory cultures [1–3]. Among these strategies, laboratory-based model ecosystems act as a powerful tool that can be used to more closely recapitulate the natural environment than simple planktonic cultures while still remaining experimentally tractable [4, 5]. Model ecosystems are especially valuable for studying microbes found at oxic-anoxic interfaces, like those isolated from soils and sediments. In these settings, the distribution and behavior of microbes are closely aligned with physiochemical changes, particularly the transition from oxygenated to non-oxygenated environments [6]. One such example is aerobic methane-oxidizing bacteria (methanotrophs), which play important roles in biogeochemical cycling, bioremediation, and sequestration of the potent greenhouse gas methane [7–9]. These bacteria require methane as a carbon and energy source, and molecular oxygen for respiration and as an electron acceptor and atom donor in the methane monooxygenase reaction [10].

In the environment, oxygen diffuses into soils and sediments from the atmosphere or water column above, and methane diffuses up from anaerobic decomposition processes below, resulting in opposing gradients of oxygen and methane ideal for methanotrophs [6, 11–13]. However, the oxygen-methane counter gradient is dynamic, as methane concentrations can vary depending on the availability of labile carbon in the soil, and oxygen can be depleted by increased activity by oxygen-respiring organisms [14]. To facilitate methane oxidation in micro-oxic conditions, methanotrophs employ a variety of metabolic strategies depending on their phylogeny. Many aerobic methanotrophs possess hemerythrin, a non-heme oxygen-binding transporter protein that scavenges and transports oxygen to the particulate methane monooxygenase enzyme used in the first step of methane oxidation [15]. Additionally, certain methanotrophs possess high affinity cytochromes to facilitate methane oxidation at low oxygen concentrations (e.g. *Methylobacter* spp.) [13], and some can couple this process with nitrate reduction as an energy conservation strategy (e.g. *Methylomonas denitrificans*) [16]. Consistent with these diverse metabolic strategies, studies using methane enrichments of sediment have repeatedly observed dynamic population flux amongst methanotrophic communities in response to shifting oxygen and methane availability [17, 18].

Replicating aspects of the chemical and physical environment in which methanotrophs exist is necessary for effectively studying their physiology and behavior. However, in the laboratory, these organisms have primarily been studied using homogenous planktonic cultures that lack spatial heterogeneity. This practice is likely impeding our ability to not only understand the molecular details of methanotroph physiology but also to optimize these details for industrial processes and climate change mitigation [19, 20]. Additionally, culturing methanotrophs within a spatially resolved model ecosystem may help uncover phenotypes that are otherwise undetectable in planktonic cultures. Previously, researchers demonstrated that growing methanotrophs within opposing gradients of methane and oxygen in the lab is feasible using a variety of methods. In some examples, soil was suspended on a PTFE membrane that allowed gas exchange with the methane supply below [11, 21, 22]. In other cases, sediment was added to semi-solid agarose and exposed to opposing chambers of air and methane [23, 24]. To our knowledge, these systems have been primarily used to isolate and classify methanotrophs from mixed methane-oxidizing consortia and have not yet been used to collect molecular-level information about the physiology of methanotrophs under opposing methane and oxygen gradients.

Inspired by a previously published methane-taxis assay [25], we created a simple, inexpensive, laboratory-based model ecosystem using a disposable syringe that enables researchers to culture methanotrophs in a spatially resolved context. The system, called the gradient syringe, replicates the steep methane and oxygen counter gradients that are characteristic of the native environment of methanotrophs. We used this system to study pure cultures of methanotrophic soil isolates and examined their distribution, phenotypes, and cellular activity across the gas counter gradient. The results showed heterogenous physiological responses of methanotrophs and revealed new connections between a gradient syringe-specific phenotype and the genes involved.

## Materials and Methods

### Strain growth

Strains used in this study were previously isolated from Lake Washington, Seattle, USA [26] and are listed in Table S1. Liquid cultures of methanotrophic strains were grown in an atmosphere of 50% (v/v) methane in air in liquid nitrate mineral salts (NMS) medium containing 0.2 g/l MgSO_4_·7H_2_O, 0.2 g/l CaCl_2_·6H_2_O, 1 g/l KNO_3_, and 30 μM LaCl_3_ as well as 1× trace elements; 500× trace elements contain 1.0 g/l Na_2_-EDTA, 2.0 g/l FeSO_4_·7H_2_O, 0.8 g/l ZnSO_4_·7H_2_O, 0.03 g/l MnCl_2_·4H_2_O, 0.03 g/l H_3_BO3, 0.2 g/l CoCl_2_·6H_2_O, 0.6 g/l CuCl_2_·2H_2_O, 0.02 g/l NiCl_2_·6H_2_O, and 0.05 g/l Na_2_MoO·2H_2_O. A final concentration of 5.8-mM phosphate buffer (pH 6.8) was added before use. Liquid cultures were grown in 18 × 150 mm glass tubes sealed with rubber stoppers and aluminum seals, and were shaken at 200 rpm at room temperature.

### Preparation of gradient syringes

Liquid cultures of methanotrophs in exponential-phase growth (OD_600_ ~ 0.5) were used to inoculate gradient syringes. Cells were pelleted and resuspended in sterile water to reach an approximate OD_600_ of 1.0. For each 10-ml syringe, 1 ml of concentrated cells was mixed with 5 ml NMS and 4 ml molten agarose (0.5% m/v, cooled to 55°C). The mixture was slowly poured to the 8 ml marking of a 10-ml plastic Luer-Lok tip syringe (BD) fitted with a sterile PTFE filter tip (Titan3 PTFE [Hydrophobic] Syringe Filter 0.2 μm, 4 mm, Thermo Scientific). Solidified syringes were capped with a sterile 20-mm rubber butyl stopper (Chemglass Life Sciences) and wrapped with lab tape for labeling. Inlet and outlet needles (23 gauge, BD) were pierced through the rubber stopper, and 20 ml of 100% CH_4_ was flushed through the syringe headspace. Syringes were flushed daily with methane and incubated with the PTFE filter pointing up at 18°C.

### Gas analysis of gradient syringes

The dissolved oxygen within the gradient syringe was measured using a Clark-type microelectrode (Ox50, Unisense) at 0.1-mm intervals. Immediately before measurement, the tip of a syringe was sliced off with a razor and the syringe fastened to a syringe pump (NE-1000, New Era Pump Systems Inc.) that moved the agarose plug toward the microelectrode at a rate of 1 ml/min (0.6 cm/min). Measurements were recorded and converted to μmol/l using the Unisense Logger software. The relative methane concentration in LW13-containing and cell-free gradient syringe agarose were analyzed using a gas chromatograph-flame ionization detector. Immediately before extrusion, the syringe filter was replaced with a two-way stopcock fitted with a 23-gauge needle and the syringe rubber stopper was quickly exchanged with a syringe plunger. Eight 1-ml agarose aliquots were then added to different evacuated 12-ml Exetainer vials (Labco) and allowed to equilibrate at room temperature for 1 h. Prior to injecting 500 μl of vial headspace into a 6890N gas chromatograph (Agilent), sample vials were cracked open and immediately resealed to equilibrate the samples to atmospheric pressure. A calibration curve derived from CH_4_ standards (Supelco) was used to convert peak area (pA^*^min) to μmol/l.

### Counting of methanotroph cells in gradient syringes

For flow cytometry of LW13-containing syringes, after 7 days of growth, each 1-ml aliquot of extruded agarose was diluted and homogenized with the addition of 0.75 ml of 0.85% (m/v) NaCl in water. Aliquots were further diluted 1:10 with the salt solution before staining with 3 μl of a 1:1 mixture of SYTO9 and propidium iodide (LIVE/DEAD BacLight Bacterial Viability Kit, Invitrogen) and incubated in the dark at room temperature for 15 min. Samples were analyzed with a CytoFLEX flow cytometer (Beckman Coulter) with parameters: fluidics: slow; excitation: 470 nm; emission: 490–700 nm. Stained aliquots from cell-free syringes and 70% (v/v) ethanol-treated aliquots were used as negative controls to determine voltage gates. To determine the cells per ml of agarose, 10 μl of microsphere counting beads (Invitrogen) were added to each sample prior to flow cytometry analysis and used to normalize the volume of sample to the number of cell events per agarose segment. Relative cell diameter was determined by comparing the median forward scatter signal of gated cells between agarose segments.

To determine the concentration of viable cells after cultivation in the gradient syringe, inoculated agarose was extruded in 1-ml aliquots through a 23-gauge sterile needle using the accompanying syringe plunger. Agarose was diluted with 1-ml sterile water and vortexed to homogenize the samples and aid in pipetting. Samples were serially diluted 10-fold in sterile water before spotting onto solid NMS agar plates. Plates were incubated in sealed jars under 40% methane in air and grown at 18°C. Bacterial colonies were counted and used to calculate the colony forming units per milliliter (CFUs/ml).

### Polysaccharide detection assay

Agarose segments (1 ml) were extruded into 2-ml microcentrifuge tubes and mixed with 1 ml of a 1% (m/v) Na_2_CO_3_ solution in water. Samples were heated to 80°C for 30 min with vortexing every 5–10 min, followed by centrifugation at 4000× g at 4°C for 20 min. The supernatant was collected and combined with three volumes of 100% ethanol and incubated at −20°C overnight. The ethanol-precipitated polysaccharides were collected by centrifugation at 16 100× g at 4°C for 30 min, and the air-dried pellet was resuspended in 100 μl of Milli-Q water. The relative polysaccharide content of each agarose segment was measured using a phenol-sulfuric acid colorimetric assay [27–29]. Briefly, 50 μl of resuspended extract was combined with 150-μl concentrated sulfuric acid and 30 μl of 5% (v/v) phenol in water in a clear 96-well plate. The absorbance at 490 nm was measured using a microplate reader, and the relative polysaccharide content of individual agarose segments was calculated as a percentage of the absorbance at the agarose segment closest to the PTFE filter.

### Protein and DNA concentration assays

To determine the concentration of total protein in LW13-inoculated syringes, eight 1-ml aliquots were extruded through a 23-gauge needle into individual microcentrifuge tubes and 100 μl of each were transferred to test tubes. We measured the total protein concentration following the test tube procedure of the Pierce BCA Protein Assay Kit (ThermoScientific). Albumin BSA standards were prepared using agarose extruded from a sterile syringe as the diluent. To measure the extracellular DNA concentration of LW13-inoculated syringes, 20 μl of extruded agarose aliquots were transferred to 0.2-ml microcentrifuge tubes. DNA concentrations were measured using the Qubit 1× dsDNA High Sensitivity Assay Kit (Invitrogen) following the manufacturer’s protocol and read on a Qubit 4 Fluorometer (Invitrogen).

### RNA preparation, RNA-seq, and data analysis

For each of three independent replicates, eight *Methylomonas* sp. LW13-inoculated syringes were incubated for 3 days to reach exponential growth. Agarose segments (2 ml) positioned above, at, and below the polysaccharide band were extruded from each syringe through a 23-gauge needle into microcentrifuge tubes. Samples were frozen at −80°C until RNA extraction. Thawed aliquots were centrifuged at 21 000× g at 4°C for 15 min. After removal of the supernatant, 600 μl of pre-warmed (65°C) CTAB extraction buffer was added. The CTAB buffer was composed of 2% (m/v) CTAB, 2% (m/v) polyvinylpyrrolidone (PVP 40), 1.4 M NaCl, 100 mM Tris–HCl (pH 8.0), 20 mM EDTA, and 1% (v/v) beta-mercaptoethanol in RNase-free water [30]. Zirconia glass beads were added, and samples were homogenized for 3 min at 30 Hz/s using a bead beater. Samples were extracted twice with 600-μl chloroform:isoamyl alcohol (24:1), and the aqueous phase was mixed with isopropanol and incubated overnight at −20°C. Precipitates were centrifuged at 16 100× g at 4°C for 30 min and pellets were washed twice with cold 75% (v/v) ethanol made with DEPC water. Air dried pellets were dissolved in 100-μl DEPC water and treated with DNase I (Ambion) at 37°C for 30 min. The DNase I was inactivated by extraction with three volumes of acid phenol:chloroform:IAA (125:24:1, pH 4.5) before pooling RNA from the same segment across all eight syringes in an overnight precipitation at −20°C in 1 volume isopropanol and 0.8 M LiCl. Precipitates were washed twice with cold 70% (v/v) ethanol made with DEPC water, air dried, and resuspended in 50-μl DEPC water. Samples were re-purified using RNA Clean & Concentrator-5 (Zymo Research) to remove small RNAs. To confirm RNA samples did not contain residual DNA, purified RNA was used as the template for PCR amplification using universal bacterial 16S rRNA gene primers 27F/1492R. The PCR product was checked using agarose gel electrophoresis against positive (genomic DNA) and negative (nuclease-free water) controls.

Library preparation and sequencing were performed by the High-Throughput Genomics Shared Resource Core at the University of Utah. cDNA libraries were prepared using a NEBNext Ultra II Directional RNA Library Prep Kit with rRNA Depletion (New England Biolabs) and sequenced using a NovaSeq 6000 System (Illumina) with 150 × 150 cycle paired end sequence run. RNA sequencing data analysis was conducted using a KBASE workflow [31]. Reads quality was assessed using FastQC v0.11.9, trimmed with Trimmomatic v0.36 [32], aligned using HISAT2 v2.1.0 [33], transcripts assembled with StringTie v2.1.5 [34], and differentially expressed genes identified using DESeq2 v1.20.0 [35].

### Genetic manipulation in *Methylomonas* sp. LW13

Plasmids and constructs used in this study are listed in Tables S1 and S2, and primers are listed in Table S3. All genetic manipulation of LW13 was carried out at 30°C under 40% (v/v) methane in air.

#### Deletion mutant construction

Genetic manipulations were accomplished by electroporating PCR amplification-generated constructs into LW13, followed by the selection of chromosomal recombinants, following established methods [36]. Briefly, the kanamycin resistance gene cassette (amplified from plasmid pCM433kanT [37]) and flanking regions of the target gene were assembled using overlap extension PCR. The assembled fragment was then amplified using nested primers, separated on a 1% (m/v) TAE agarose gel, and purified using a GeneJet Gel Purification Kit (ThermoFisher). After confirming correct assembly via Sanger sequencing, the fragment was electroporated directly into LW13 cells. Post-electroporation, cells were cultured overnight in NMS medium without antibiotics, and then transferred to kanamycin-containing plates (50 μg/ml). Single colonies were selected, and disruption of the gene of interest with the kanamycin resistance cassette was confirmed through colony PCR using OneTaq 2X Master Mix with Standard Buffer (New England Biolabs) with primers specific to the assembled construct.

#### Complementation of genes into mutant strains

Using overlap extension PCR, ~3000 bp sequences containing the gene of interest were constructed and electroporated into LW13 mutants. These constructs included the gene of interest under the bacterial promoter *nptII* [38], along with a zeocin resistance gene cassette directly downstream of the gene to be complemented. Flanking either end of this construct were homologous flanks targeting a distal insertion site in the LW13 genome that was previously used for complementation in this strain [39]. Full-length DNA segments were excised after separation on a 1% TAE agarose gel and purified using a GeneJet Gel Purification Kit (ThermoFisher). After introduction of the segments via electroporation, successful recombinants were selected on NMS media containing 20-μg/ml zeocin and confirmed by colony PCR.

## Results

### Different methanotrophic taxa form horizontal bands with distinct locations and morphologies when grown in the gradient syringe model ecosystem

We established a simple laboratory-based model ecosystem to cultivate methanotrophs using semi-solid agarose in disposable syringes (Fig. 1A). Syringes were equipped with a sterile filter tip and filled with agarose, bacterial inoculum, and NMS medium. We inoculated gradient syringes with individual cultures of four methanotrophs isolated from Lake Washington, Seattle, USA [26]. All methanotrophs inoculated into the gradient syringe formed a horizontal band around the midpoint of the agarose plug in as few as 3 days, even though the agarose was uniformly inoculated with bacteria, a phenomenon previously observed in more complex setups [23, 24]. With additional days of incubation and daily replenishment of methane in the syringe headspace, this band became more opaque.

**Figure 1:**
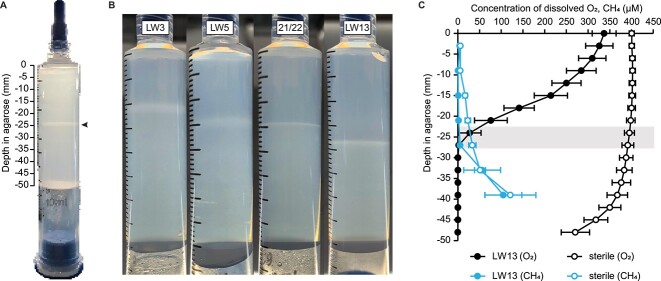
(A) The gradient syringe model ecosystem inoculated with the methanotroph *Methylomonas* sp. strain LW13; arrowhead indicates location of the horizontal band; (B) cultivation of the Lake Washington-isolated methanotrophic strains in the gradient syringe, *Methylosinus* sp. strain LW3 (Day 7 within the syringe), *Methylocystis* sp. strain LW5 (Day 7), *M. tundripaludum* 21/22 (Day 7), and *Methylomonas* sp. strain LW13 (Day 3); images are representative of three independent experiments; (C) Methane and oxygen gradients of inoculated (solid) and sterile (open) syringes after 3 days of incubation show both substrates are depleted at the same depth as the horizontal band (shaded bar) that forms within ~25 mm from the filter tip; data show the mean ± SD of three independent experiments with three technical replicates each.

Different strains of methanotrophs reproducibly formed the band at different rates and depths when they were individually cultured in the gradient syringe (Fig. 1B). The gammaproteobacterium *Methylomonas* sp. LW13 formed a 1-mm-thick band within 3 days of incubation at a depth of ~25 mm from the oxygen side of the syringe. *Methylobacter tundripaludum* 21/22 formed a 0.5-mm-thick band within 4 days of incubation at a depth of 18–24 mm within the gradient syringe. When two methanotrophic alphaproteobacteria were individually cultured in the gradient syringe, they formed bands that were less opaque and more diffuse than the gammaproteobacteria. *Methylosinus* sp. LW3 formed a 2-mm-thick band within 7 days of incubation at a depth of 5–10 mm. *Methylocystis* sp. LW5 formed a band within 4 days at a depth of 14–19 mm and a thickness of 2 mm. Altogether, these findings show the ability to identify reproducible differences between methanotrophic taxa cultured in this system.

### Methane-oxygen counter gradient formation in the syringe model ecosystem

To determine if the syringe model ecosystem contained a methane-oxygen counter gradient, we measured the dissolved oxygen and methane content throughout LW13-inoculated and cell-free syringes after 3 days of incubation. In inoculated syringes, the dissolved oxygen concentration of the agarose closest to the filter tip was 336.9 ± 27.6 μmol/l and steeply declined to <1 μmol/l at the same depth as the horizontal band, around 25 mm from the filter tip (Fig. 1C). Dissolved oxygen remained depleted with a mean concentration of 0.28 ± 0.09 μmol/l for the remainder of the agarose. This dissolved oxygen gradient began to form within 24 h of flushing a methanotroph-inoculated gradient syringe and became steeper over the course of the 3-day incubation period (Fig. S1, see online supplementary material for a color version of this figure).

From the filter tip, the concentration of methane was <2 μmol/l until reaching the depth of the horizontal band, where it then increased in the remaining agarose up to 104.7 ± 42.67 μmol/l in the second-deepest agarose segment (Fig. 1C). In cell-free sterile gradient syringes, a partial oxygen-methane counter gradient formed, but only reached a low of 270.6 ± 32.6 μmol/l dissolved oxygen and 5.79 ± 2.26 μmol/l methane in either gas gradient. These results indicate that bacterial consumption of methane and oxygen drive the formation of the steep methane-oxygen counter gradient in this system and that the intersection of the counter gradient is at the same location as the horizontal band.

### Horizontal band formation is correlated with increased polysaccharide content but not increased cell counts

We initially hypothesized that the horizontal band contained a larger number of growing cells than the surrounding depths of the syringe. To test this, we quantified the number of cells per ml of agarose for inoculated syringes at different depths for each methanotroph strain using flow cytometry (Fig. 2A). Within 1 day after the appearance of a horizontal band, we extruded 1-ml agarose segments through a needle to determine the concentration of cells per ml. For the methanotrophic strains LW3, LW5, and 21/22, no individual segment contained a significantly higher cells/ml than any other segment from the same syringe. For syringes containing LW13, the deepest segment contained a significantly higher concentration of cells than all other segments within the same syringe. No significant differences were found between the LW13 cell concentrations of the remaining segments, indicating that for all four strains tested, the formation of the horizontal band was not caused by increased cell numbers at that depth. These results were confirmed through counting colony forming units per ml by culturing extruded agarose from syringes inoculated with each strain (Fig. S2, see online supplementary material for a color version of this figure).

**Figure 2:**
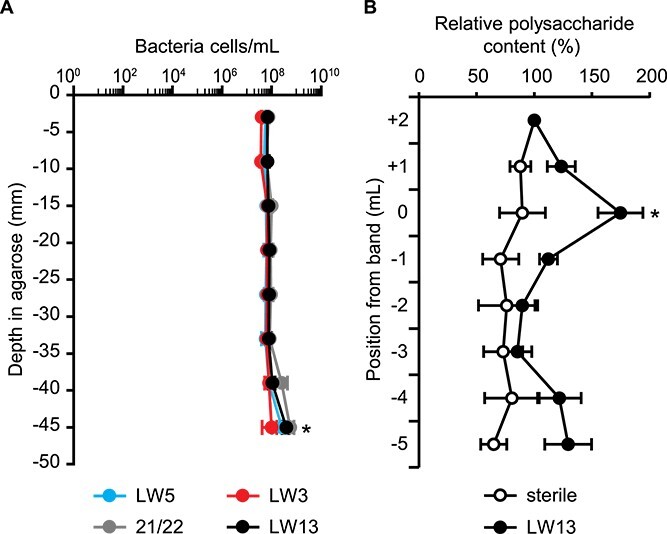
(A) Methanotrophic cell distribution in the gradient syringe one day after band formation; no significant difference in cell counts was observed between segments for any strain, with the exception of the LW13-inoculated syringes containing a significantly higher mean concentration in the deepest segment compared with all other segments (^*^, one-way ANOVA with Tukey–Kramer post hoc analysis, *P* < .05), data show the mean ± SD of two independent experiments with three technical replicates each, and (B) relative polysaccharide levels in LW13-inoculated agarose after 7 days, with absorbance at 490 nm expressed as a percentage relative to the segment nearest the filter tip; the reference point 0 corresponds to the 1-ml segment centered around the horizontal band; significant differences noted from sterile controls at equivalent depths (^*^, two-tailed heteroscedastic *t*-test, α = 0.05); data show the mean ± SD of three independent experiments with two technical replicates each.

Because methanotrophs are known to produce various polysaccharides under different growth conditions [27, 40, 41], we used a colorimetric assay [28, 29] to quantify the relative polysaccharide content at different depths in the gradient syringe. After 7 days of incubating LW13 with daily methane replenishment to increase the overall opacity and thickness of the band, we divided the agarose plug into 1-ml segments, ensuring that the band was centered within a single segment. In agarose segments inoculated with LW13, the segment containing the horizontal band had significantly increased relative polysaccharide content compared with the other segments down to the −3 segment from the band (−33 mm from filter tip) (Fig. 2B). The −5 segment furthest from the filter tip trended upward in relative polysaccharide content, which was consistent with the observation of slightly more biomass at the interface of the agarose plug and the methane-filled headspace. In sterile gradient syringes, only the agarose matrix contributed to the colorimetric response of the assay, and thus, the relative polysaccharide content at increasing depths remained constant. Additionally, we measured the concentration of extracellular DNA and total protein in LW13-inoculated syringes at each depth but did not observe a significant increase in either biomolecule in the band segment (Fig. S3, see online supplementary material for a color version of this figure). Because the polysaccharide content correlated to the observed band position(s) within the gradient syringe, we conclude that the horizontal band formed as a result of increased polysaccharide production by cells positioned at the intersection of the methane-oxygen counter gradient.

### Polysaccharide band formation within the gradient syringe is correlated to changes in gene expression

To investigate the cellular functions underlying the spatially resolved polysaccharide-producing phenotype observed in the gradient syringe, we compared transcriptomes of LW13 isolated from increasing depths in the agarose matrix. 

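RNA was sequenced from LW13 cells of the 3 segments of the gradient syringe named above, band and below, with 3 independent replicates of each segment and 9 libraries in all. For each replicate, RNA was extracted from the 2-ml segments of 8 syringes incubated for 3 days, and the RNA of the same segment was then pooled. The paper's methods state that libraries were depleted of rRNA, that reads were checked with FastQC, trimmed with Trimmomatic, aligned with HISAT2 and assembled with StringTie, and that segments were compared with DESeq2 in KBase. The genome build is not given in the sources used here, and genes carry the IDs of the Integrated Microbial Genomes system. The values analysed here are those of the authors' deposited table of pairwise comparisons, which lists 4892 genes with the log2 fold change, the p value and the adjusted p value of each comparison. Of these, 4887 genes have values for band vs. below, 4825 for band vs. above and 4826 for below vs. above. A further table with 9 columns of values per library was not used here, because its columns could not be assigned to a segment or replicate. No values per library, read depths, spread between replicates or new model fits are therefore given, and the precision of each value is that of the authors' test on 3 replicates per segment. The deposited adjusted p values were between 0.996 and 1.02 times those computed anew from the deposited p values by the Benjamini-Hochberg method. The 3 log2 fold changes of a gene added up to within 0.000001 for all but 1 of the 4825 genes that have all of them. A standard error was derived for each log2 fold change by dividing its size by the normal score of its two-sided p value, which assumes that the p value came from a normal (Wald) test. The median of these implied standard errors was 0.33 on the log2 scale in each of the 3 comparisons.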

Late exponential/early stationary phase (Fig. S4, see online supplementary material for a color version of this figure) gradient syringes inoculated with LW13 were divided into three 2-ml segments, with the middle segment centered around the polysaccharide band. These segments were designated “above,” “band,” and “below.” Oxygen and methane profiles (Fig. 1C) indicated differing gas substrate ratio for cells in these segments: high oxygen-low methane, low oxygen-low methane, and low oxygen-high methane, respectively. 

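The size of the log2 fold change of the median gene, computed from the authors' deposited table, was 0.31 between band and below, 0.61 between band and above and 0.80 between below and above. Measurement noise contributes to all 3 values, so the mean implied variance was subtracted from the mean square of the log2 fold changes. The SD across genes that remained was 0.39 for band vs. below, 0.87 for band vs. above and 1.19 for below vs. above. Among the 4825 genes with all 3 comparisons, band and below were the closest pair of segments for 64.8%, band and above for 22.8% and below and above for 12.3%. In 100 simulated tables in which no gene differed between segments, with noise drawn from each gene's implied variances, band and below were the closest pair for 33.5% of genes on average. The share changed most, to 80.4%, when only the 2674 genes with an adjusted p below 0.05 in at least 1 comparison were counted. Genes are not independent replicates, and no test was made of these shares. A permutation test of distances between libraries needs values per library and could not be run.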

RNA-seq analysis of these segments revealed distinct gene expression profiles, with cells in the band and below segments exhibiting the greatest similarity. 

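With no minimum fold change and an adjusted p below 0.05, the authors' deposited table holds 179 genes that differ between band and below, of which 134 were higher and 45 lower in the band. For band vs. above, the same table holds 902 genes that were higher and 927 that were lower in the band at that adjusted p, or 1829 in all. Requiring in addition a log2 fold change beyond 1 left 145 genes of the authors' deposited table for band vs. below and 1201 for band vs. above. A normal test against a log2 fold change of 1 was made here with the implied standard errors, an alternative chosen after the data were seen. At an adjusted p below 0.05 this test kept 3 genes for band vs. below, all higher in the band, and 101 for band vs. above, of which 56 were higher and 45 lower.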

Using a threshold of |log_2_(fold change)| >1.5 and adjusted *P* < .0001, we identified 11 differentially expressed genes (DEGs) between the band and the below segments (Fig S5, see online supplementary material for a color version of this figure), and 312 DEGs between the band and the above segments (Fig 3).

**Figure 3:**
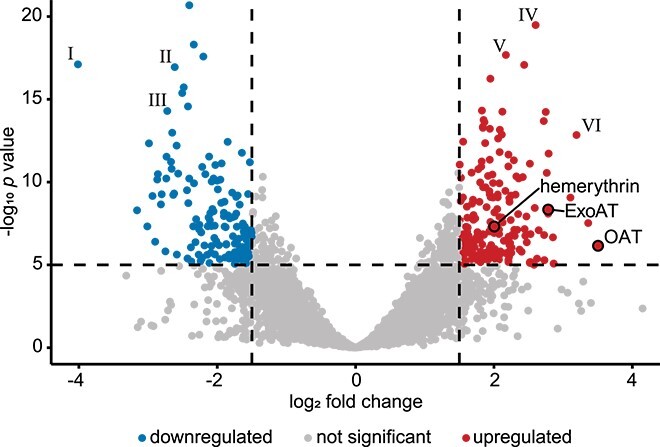
Differentially expressed genes in the band segment compared with the above segment; dashed vertical lines signify cutoffs of |log_2_-fold change| >1.5 and the horizontal line indicates a cutoff of adjusted *P*-value < .0001; highlighted genes predicted to encode: (I) transposase-like protein, (II) heme oxygenase, (III) polyhydroxybutyrate depolymerase, (IV) tryptophan synthase alpha chain, (V) acetyl-CoA carboxylase carboxyl transferase subunit beta, and (VI) ornithine carbamoyltransferase.

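At the thresholds of the legend, 176 genes of the authors' deposited table were higher and 136 lower in the band than above. The horizontal line in Fig. 3 is drawn at 5 on the −log10 axis, and at an unadjusted p below 1e-05 the same deposited table of the authors holds 177 higher and 136 lower genes. The gene added by the unadjusted threshold, named here after its values were seen, encodes the nitrogen regulation response regulator GlnG (2923717058), with a log2 fold change of 2.58 and an adjusted p of 1.02e-04 in the authors' deposited table. Its implied standard error was 0.58. The transposase-like protein (I, 2923719216) had the lowest log2 fold change of all genes, −4.01 in the authors' deposited table (adjusted p = 5.82e-15), with an implied standard error of 0.47. For heme oxygenase (II, 2923718794) and polyhydroxybutyrate depolymerase (III, 2923718108), the authors' deposited table gives −2.61 and −2.72, with adjusted p of 6.89e-15 and 1.77e-12. Tryptophan synthase alpha chain (IV, 2923718009) and acetyl-CoA carboxylase subunit beta (V, 2923718008) carry neighbouring IDs and ranked 1 and 2 by p value among the 176 higher genes. Their log2 fold changes in the authors' deposited table were 2.60 and 2.17, and the implied standard errors were 0.28 and 0.25. Ornithine carbamoyltransferase (VI, 2923717135) ranked 3 among the same genes by log2 fold change, which was 3.19 in the authors' deposited table, with an implied standard error of 0.43. After the transposase-like protein, the lowest log2 fold changes among the DEGs in the authors' deposited table were −3.16 for an HSP20 family protein (2923718244) and −3.01 for a hypothetical protein (2923716518). These carry implied standard errors of 0.54 and 0.55.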

In the low oxygen micro-environment of the band segment, methane metabolism genes were relatively downregulated compared with the higher oxygen above segment. 

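The annotation in the deposited table holds 2 groups of genes with consecutive IDs matched as subunits A, B and C of particulate methane monooxygenase. Both are called copies of the pmoCAB operon here. The subunits of the first follow in another order along the IDs than those of the second. Whether the first is a pmoCAB operon is therefore not settled. The first copy has the IDs 2923715589 (pmoA), 2923715590 (pmoB) and 2923715591 (pmoC), and the second 2923720071 (pmoB), 2923720072 (pmoA) and 2923720073 (pmoC). For pmoC, pmoA and pmoB of the second copy, the authors' deposited table gives log2 fold changes of −1.89, −0.73 and −1.16 in the band relative to above, with adjusted p of 4.37e-05, 0.0533 and 0.00687. Their mean was −1.26, with a standard error of 0.21 from the implied standard errors, the subunits being taken as independent. The choice of the copy moved this mean most. The mean of the first copy was −0.87 (standard error 0.17), with subunits between −1.02 and −0.72 in the authors' deposited table, and that of all 6 genes was −1.06. Between below and above, the means were −1.08 for the first copy and −1.64 for the second. The methanol dehydrogenase genes mxaF (2923717932) and xoxF (2923719468) had log2 fold changes of −0.62 (adjusted p = 0.094) and −1.02 (adjusted p = 0.00292) in the authors' deposited table. The implied standard errors of these genes were 0.31 and 0.30. A gene described as methanol dehydrogenase subunit 2 (2923717929) had a log2 fold change of 0.94 in the authors' deposited table (adjusted p = 0.136). Of the list of 8 genes formed by both pmoCAB copies, mxaF and xoxF, 6 had an adjusted p below 0.05 over all genes and 8 when adjusted over the list alone.
Sets of genes were also compared with all other genes by limma's cameraPR, on the signed normal scores of the deposited p values, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 32 set tests. The 6 particulate methane monooxygenase genes were lower in the band than above relative to other genes (adjusted p = 0.0166), and the 3 methanol dehydrogenase genes did not differ from other genes (median −0.62, mean −0.23, adjusted p = 0.601). With a preset correlation of 0.05, the adjusted p of the 6 genes was 0.0506. The correlation between genes could not be estimated from the data, nor fry be run, because both need values per library. Between band and below, all 6 genes had positive log2 fold changes, with a mean of 0.30 and an adjusted p of 0.294 for the set.

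**Figure D1:**
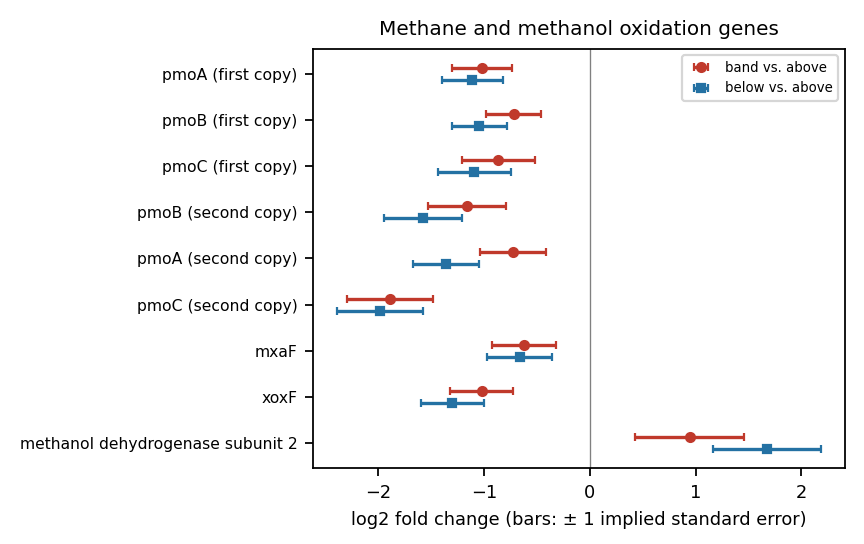
Log2 fold changes of methane and methanol oxidation genes in band vs. above (circles) and below vs. above (squares), from the authors' deposited table, with bars of 1 implied standard error to each side. All 6 genes of the 2 pmoCAB copies, mxaF and xoxF lie left of 0 in both comparisons.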

The *pmoCAB* methane monooxygenase operon showed an average of 1.26 log_2_-fold decrease in band cells, whereas the *mxaF* and *xoxF* methanol dehydrogenase genes exhibited decreases of 0.623 and 1.02 log_2_-fold change, respectively. However, for all three segments, *pmoCAB* were the most highly expressed among all annotated genes. 

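Of 10 genes whose descriptions match ammonium transporters, glutamine or glutamate synthases and PII nitrogen regulatory proteins, 7 were higher and 3 lower in the band than above, with a median log2 fold change of 0.79 and a mean of 1.05. An adjusted p below 0.05 was found for 6 of them, all higher, and for 6 when adjusted over the list alone. The set had an adjusted p of 0.036. It holds 2 genes matched by accident, a folylpolyglutamate synthase and an acetyltransferase, and without them its adjusted p was 0.0962. The largest change was that of an Amt family ammonium transporter (2923718863), for which the authors' deposited table gives a log2 fold change of 3.36 (adjusted p = 8.75e-07). Its implied standard error was 0.61. Of 12 genes for the transport and reduction of nitrate, nitrite and nitric oxide, 11 were higher in the band than above and 1 was lower, with a median of 1.47 and a mean of 1.58. An adjusted p below 0.05 was found for 9 of the higher genes and for the lower gene, and for 10 of the 12 when adjusted over the list alone. The adjusted p of this set was 7.73e-04. A nitrate/nitrite transport substrate-binding protein (2923717915) changed most, with 3.23 in the authors' deposited table (adjusted p = 0.00861) and an implied standard error of 1.05 computed from it. Relative to below, both sets had negative medians in the band, −0.40 for ammonium (adjusted p = 0.108) and −0.53 for nitrate and nitrite (adjusted p = 0.036). The latter adjusted p became 0.13 with a preset correlation of 0.05 and lay between 0.0178 and 0.13 over its alternatives.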

Annotated ammonium uptake and assimilatory denitrification genes were also upregulated in the band segment. 

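Genes higher in the band than in both other segments were counted at an adjusted p below 0.05 in each comparison. In the authors' deposited table 2 genes passed, a hypothetical protein (2923720054) and the type VI secretion protein VasG (2923720055), whose IDs are adjacent. For the hypothetical protein, the authors' deposited table gives log2 fold changes of 1.27 vs. below (adjusted p = 0.00216) and 1.201 vs. above (adjusted p = 4.37e-04). For VasG, the values in the authors' deposited table are 1.25 vs. below (adjusted p = 0.027) and 1.12 vs. above (adjusted p = 0.0104). The implied standard errors were 0.30 for the first gene and 0.37 for the second in both comparisons. With thresholds chosen after the data were seen, 1 gene of the authors' deposited table passed at an adjusted p below 0.01 and 4 at an adjusted p below 0.1. Tables were also simulated with the implied variances in which no gene truly exceeded both other segments, and these gave 2.07 such genes on average and 8 at most, and at least 2 in 59 of 100 tables. The true values of these tables were taken from the observed fold changes, which already hold noise, and new noise was added. On average 384 genes had an adjusted p below 0.05 between band and below in them, against 179 in the authors' deposited table. Their counts are therefore an inexact benchmark. Tables simulated without any difference between segments gave at most 0 genes higher in the band than in both other segments. That count is near 0 by construction, since adjusted p values hardly ever pass where no gene differs. Both genes lie in a type VI secretion cluster of 24 genes with consecutive IDs. Of the 24 genes, 23 were higher in the band than below, 4 of them with an adjusted p below 0.05, and 16 were higher in the band than above, 7 of them with an adjusted p below 0.05. The set of 25 genes described as type VI secretion was higher in the band than below relative to other genes, with a median of 0.54, a mean of 0.63 and an adjusted p of 2.98e-06. That adjusted p was 0.00251 with a preset correlation of 0.05. Most of the set lies in this cluster, and changes of direct neighbours correlated by 0.437 between band and above. Both adjusted p values may therefore be too small. Between band and below, 4 genes of this set had an adjusted p below 0.05 over all genes and 10 when adjusted over the list alone.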

Using less stringent cutoffs, only one DEG was upregulated in the band segment compared with both the above and below segments: a hypothetical protein within a predicted Type VI secretion system gene cluster. In comparing gene expression between band and below segments (Fig. S5A, see online supplementary material for a color version of this figure), there were notably fewer DEGs with a log_2_-fold change >1.5 than in the band vs. above comparison, presumably due to the shared low oxygen micro-environments of the band and below segments. 

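Of the 312 DEGs between band and above in the authors' deposited table, 286 (91.7%) also passed the DEG thresholds between below and above, and 312 of 312 changed in the same direction there. Both comparisons share the above libraries, so noise alone makes them alike. In 100 tables simulated after the data were seen, in which below did not differ from above, at most 0% of the DEGs between band and above also passed between below and above, and at most 71.5% changed in the same direction there. The 0% followed from the setting and the thresholds, so it is no benchmark for the 91.7%. These tables used the observed changes between band and above, noise included, as true values, and held 418 such DEGs on average. Between band and below, 1 of the 176 higher DEGs and 35 of the 136 lower DEGs in the authors' deposited table had an adjusted p below 0.05. Counting p values above 0.5, which unchanged genes produce evenly, gave an estimate of 75.8% of genes unchanged between band and below and 38.3% between band and above. The paper proposes that the smaller number of DEGs between band and below is due to the low oxygen that both segments share.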

Among 11 upregulated DEGs were two genes predicted to be involved in iron acquisition and storage, and three genes potentially involved in cell division or stress adaptation [42–44].

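The iron genes among these DEGs are a bacterioferritin-associated ferredoxin (2923716654) and the heme oxygenase labelled in Fig. 3, with log2 fold changes of 3.07 (adjusted p = 1.55e-11) and 2.15 (adjusted p = 2.86e-09) vs. below in the authors' deposited table. The implied standard errors were 0.39 and 0.31. After this ferredoxin, the largest changes in the authors' deposited table were 2.60 for an AraC-like DNA-binding protein (2923717733) and 2.53 for the uncharacterized protein YneF (2923716865). For the cell division protein FtsA (2923720115), the authors' deposited table gives 1.63 (adjusted p = 7.35e-07). Its neighbour FtsQ (2923720114), named here after its values were seen, had 1.83 (adjusted p = 4.18e-05) in the authors' deposited table. Of the 11 DEGs, 9 were lower in the band than above, each with an adjusted p below 0.05 in that comparison of the authors' deposited table. The other 2, FtsA and FtsQ, were higher in the band than above, with adjusted p of 0.17 and 0.165 in the authors' deposited table. As a set, 22 genes of iron acquisition and storage were higher in the band than below relative to other genes, with a median of 0.47, a mean of 0.59 and an adjusted p of 9.53e-06. Between band and below, 5 of them had an adjusted p below 0.05 over all genes and 7 when adjusted over the list alone. The set of 32 cell division genes had a median of 0.30, a mean of 0.34 and an adjusted p of 0.00234, which was 0.0531 with the preset correlation of 0.05. In that set, 4 genes had an adjusted p below 0.05 over all genes and 4 when adjusted over the list alone. Between band and above, the cell division set had a median of −0.33, a mean of −0.17 and an adjusted p of 0.449. Its largest change there was 2.49 in the authors' deposited table, for the cell division protein FtsB (2923716640, adjusted p = 0.00123), opposite in sign to the median.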

Comparing the gene expression between cells from the band segment and those from the above segment revealed a large diversity of DEGs with a log_2_-fold change >1.5, highlighting potential differences in cellular activity in these segments (Fig. 3). In the band segment cells, there was significant upregulation of genes annotated as involved in energy conservation, amino acid and nucleotide metabolism/transport, coenzyme metabolism, and carbohydrate and lipid metabolism/transport compared with the above segment, as assigned by the National Center for Biotechnology Information (NCBI) Cluster of Orthologous Genes database [45]. These genes made up 78 of the 177 upregulated genes in the band segment compared with above, suggesting involvement in diverse metabolic activities including energy conservation and synthesis of biomolecules. Additionally, 15 upregulated genes were predicted to be related to cellular structure and motility. Collectively, these upregulated genes suggest intensified activity in metabolism, biosynthesis, translation, transcription, cellular structure, and intracellular processes. Moreover, the increased expression of 17 genes predicted to be involved in intracellular trafficking and secretion, signal transduction, and secondary metabolite biosynthesis that suggests enhanced intracellular communication and responsiveness to external conditions. 

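Counted in the annotation of the authors' deposited table, 72 of the 176 DEGs higher in the band carry 78 assignments to the 6 COG categories of metabolism (C, E, F, G, H and I). This is 40.9% of the genes (95% Wilson interval 33.9% to 48.3%), against 850 of 4825 genes, or 17.6%, in the background of all genes with a value in band vs. above. The odds ratio was 3.44 (Fisher's exact test, two-sided, p = 1.47e-13), and with the unadjusted p threshold it was 3.41. Each of 22 categories was then tested in the same way among higher and among lower DEGs, with adjustment over 44 tests. Among the higher DEGs, nucleotide metabolism (12 genes, 6.82% vs. 1.35% of the background) had an adjusted p of 1.25e-04 and amino acid metabolism (19 genes, 10.8% vs. 4.06%) an adjusted p of 0.0017. The adjusted p was 0.0231 for energy production, 0.0529 for lipid, 0.22 for carbohydrate and 0.22 for coenzyme metabolism. Against only the genes that carry a COG category, nucleotide and amino acid metabolism had adjusted p of 9.6e-04 and 0.0157, and energy production 0.129. Without any COG category were 11.9% of the higher DEGs, 37.5% of the lower DEGs and 28.3% of the background. Genes of an operon change together, so the genes counted are not independent.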

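The 15 genes related to structure and motility are the members of the COG categories for cell wall, membrane and envelope biogenesis and for cell motility. They make up 8.52% of the DEGs higher in the band (95% Wilson interval 5.23% to 13.6%), against 9.18% of the background (odds ratio 0.919, Fisher's exact test, p = 0.894). The cell wall category alone holds 12 of the higher DEGs, 6.82% against 6.20% of the background (adjusted p = 0.829), and 1 of the 136 lower DEGs (0.735%, adjusted p = 0.0231). Among genes with a COG category, the adjusted p for the lower DEGs was 0.06. Genes described as flagellar, pilus or chemotaxis proteins, 181 in all, had a median log2 fold change of −0.18 and a mean of −0.20 in the band relative to above, with an adjusted p of 0.152 for the set. Of these, 16 were higher and 33 lower with an adjusted p below 0.05 over all genes, and 41 genes passed when adjusted over the list alone. The largest change in this set was that of a methyl-accepting chemotaxis protein (2923716258), with 2.21 in the authors' deposited table (adjusted p = 0.00202).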

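The category for translation holds 18 of the DEGs higher in the band, 10.2% against 4.73% of the background (Fisher's exact test, adjusted p = 0.0231). Counting only genes with a COG category, its adjusted p was 0.102. The category for transcription holds 6 of the higher DEGs, 3.41% against 5.33% of the background (adjusted p = 0.569), and 16 of the 136 lower DEGs, 11.8% (adjusted p = 0.0231). A set of 68 genes matched as ribosomal proteins was higher in the band than above relative to other genes, with a median of 0.38, a mean of 0.37 and an adjusted p of 0.0135. Of this set, 25 genes were higher and 9 lower with an adjusted p below 0.05 over all genes, and 35 passed when adjusted over the list alone. The largest change among them was opposite in sign, −2.57 in the authors' deposited table for ribosomal protein S27E (2923716072, adjusted p = 2.67e-09). Relative to below, the same set had a median of −0.16 in the band (adjusted p = 0.033). With a preset correlation of 0.05, the adjusted p of the set was 0.183 relative to above (0.0123 to 0.183 over its alternatives) and 0.239 relative to below (0.0191 to 0.239).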

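The 17 genes of trafficking, signal transduction and secondary metabolism make up 9.66% of the DEGs higher in the band (95% Wilson interval 6.12% to 14.9%), against 570 of the background genes, or 11.8%. The odds ratio was 0.792 (Fisher's exact test, p = 0.407). With the unadjusted p threshold, the count was 18.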

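Pathways were tested as sets of genes chosen by their product descriptions. Of 66 genes matched as electron transport, 40 were higher and 26 lower in the band than above, with a median log2 fold change of 0.24, a mean of 0.29 and an adjusted p of 0.108 for the set. Individually, 21 of them were higher and 8 lower with an adjusted p below 0.05 over all genes, and 31 passed when adjusted over the list alone. The largest change in this set was 2.08 in the authors' deposited table, for a gene described by a cytochrome b5-like domain (2923717389). The 25 type VI secretion genes had a median of 0.27 and a mean of 0.34 relative to above (adjusted p = 0.0788). Among them, 7 were higher with an adjusted p below 0.05 over all genes and 5 passed when adjusted over the list alone. Their largest change was that of the secreted protein Hcp (2923720060), with 1.40 in the authors' deposited table (adjusted p = 3.74e-06). The hopanoid set of 5 genes had a median of 1.35 and a mean of 0.92 (adjusted p = 0.0885). In it, 3 genes were higher and 1 lower with an adjusted p below 0.05 over all genes, and 4 passed when adjusted over the list alone. This set includes 2 pantetheine-related genes matched by accident, and without them its adjusted p was 0.0114. Squalene-hopene cyclase (2923716505) changed most, with 1.83 in the authors' deposited table (adjusted p = 1.01e-05), and had an implied standard error of 0.37. The 44 genes matched as cell wall biosynthesis gave no common direction, since their median was 0.05, their mean −0.03 and the direction of the set test down (adjusted p = 0.743). With an adjusted p below 0.05 over all genes, 7 were higher and 7 lower, and 14 passed when adjusted over the list alone. The largest change among them was that of the O-acetylase OafA/YrhL (2923715783), with 2.28 in the authors' deposited table (adjusted p = 3.94e-04).

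**Figure D2:**
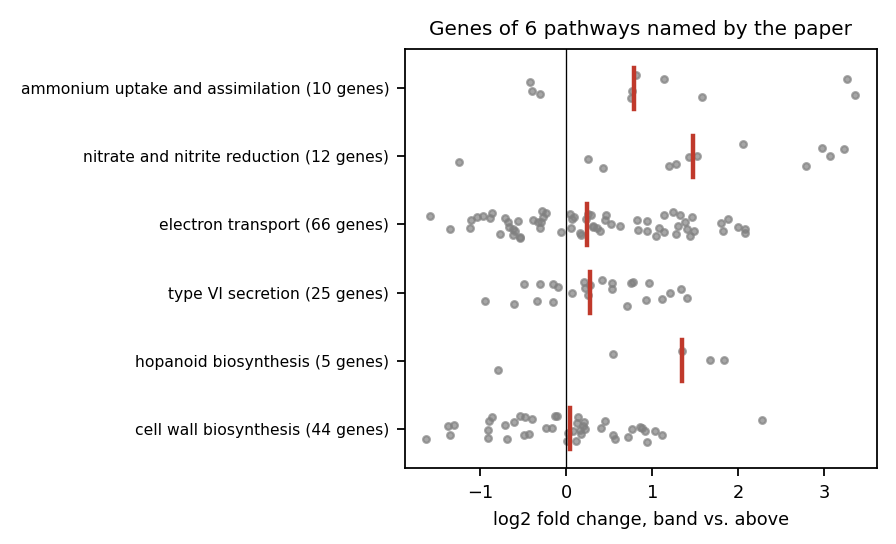
Log2 fold changes in band vs. above of the genes of 6 pathways, from the authors' deposited table, with 1 dot per gene and a vertical bar at the median. The medians range from 0.05 for cell wall biosynthesis to 1.47 for nitrate and nitrite reduction.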

Using less strict cutoffs, we found several putative functional pathways that were also upregulated, including electron transport, type VI secretion, hopanoid biosynthesis, and cell wall biosynthesis. These results reveal differences in gene expression within this spatially resolved model ecosystem.

### Selected differentially expressed genes are involved in polysaccharide band formation

Among the upregulated genes with the greatest log_2_-fold change in the band compared with the above segment, we selected three for further investigation. We chose genes with annotated functions that to our knowledge had not been extensively studied in methanotrophs, especially in the context of polysaccharide production. These genes were predicted to encode a fucose 4-O- acetyltransferase (OAT; gene ID: 2923715777, Integrated Microbial Genomes System [46]), a hemerythrin (2923717515), and an *N*-acyl amino acid synthase of a PEP-CTERM/exosortase system (ExoAT; 2 923 716 464) (Fig. 3). 

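In the band relative to above, the log2 fold changes of OAT, hemerythrin and ExoAT in the authors' deposited table were 3.50 (adjusted p = 1.16e-05), 2.02 (adjusted p = 1.24e-06) and 2.79 (adjusted p = 1.86e-07). The implied standard errors were 0.71, 0.37 and 0.48. Ranked by log2 fold change among the 176 higher DEGs, OAT was number 1, ExoAT number 8 and hemerythrin number 77. Among all 4825 genes, their ranks were 2, 16 and 109. Relative to below, the authors' deposited table gives 0.07, −0.01 and −0.54 for OAT, hemerythrin and ExoAT, with adjusted p of 0.973, 0.991 and 0.651. Between below and above, the values in the authors' deposited table were 3.44, 2.03 and 3.32. The deposited annotation describes 2 further genes as N-acyl amino acid synthases of a PEP-CTERM/exosortase system (2923719254 and 2923719258). Their log2 fold changes between band and above in the authors' deposited table were −0.73 (adjusted p = 0.0333) and −0.19 (adjusted p = 0.623).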

We constructed disruption mutant strains for each of the three genes to determine their individual influence on the growth of LW13 and the formation of the polysaccharide band within the gradient syringe. We disrupted the target genes via electroporation to create the mutant strains ΔOAT, Δhemerythrin, and ΔExoAT. When we individually inoculated these LW13 mutants into gradient syringes, we observed that the mutant strains did not form the same distinct polysaccharide band, and that band formation was restored after gene complementation (Fig. 4A). We also counted the viable cells in each syringe after 6 days of incubation with daily methane replenishment to determine if these genes were involved in cell growth within the system. Although wild-type LW13 grew to more than 75-times its initial CFU/ml concentration in the gradient syringe, the number of viable LW13ΔOAT, LW13Δhemerythrin, and LW13ΔExoAT mutant cells did not significantly increase (*P* < .05) over the same growth period (Fig. 4B). Complementation of the deleted genes led to significantly increased growth in the three mutants from Day 0 to Day 6, restoring final CFU/ml to values comparable to the LW13 wild-type strain. Deletion of these genes did not negatively affect growth in planktonic culture, but instead led to slight but significantly faster growth rates (Fig. S6, see online supplementary material for a color version of this figure). Altogether, these results show that we can use the model gradient syringe system to link genes to phenotypes that would otherwise be missed using conventional culturing methods.

**Figure 4:**
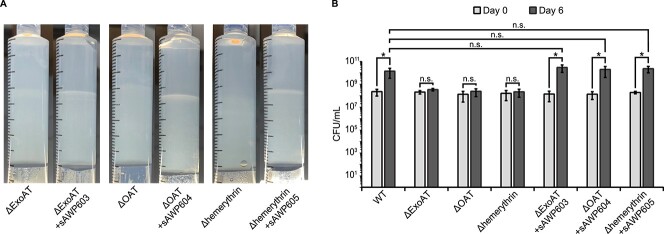
(A) Reduction in polysaccharide band production in three LW13 mutants within the gradient syringe; images are representative of three independent experiments; (B) growth of LW13 strains over 6 days in the gradient syringe; ^*^, significantly different (two-tailed heteroscedastic *t*-test, α = 0.05); n.s., not significantly different, and data show the mean ± SD of three independent experiments with two technical replicates each.

## Discussion

In this work, we demonstrate that culturing methanotrophs within a spatially resolved counter gradient of methane and oxygen can reveal genotype–phenotype associations that are largely unnoticed in conventional culturing approaches. We observed that methanotrophs form a distinct horizontal band located at the intersection of the counter gradient and that it is not due to an increased number of cells at this location, as previously hypothesized [23–25], but instead due to increased polysaccharide content. Using transcriptomics and deletion mutants, we identified three genes (likely out of many) involved in this phenotype. These genes are required for cell growth within the model ecosystem, but their absence did not negatively affect the ability of LW13 to grow in planktonic culture.

The observed increase in polysaccharide content in the horizontal band in the gradient syringe model ecosystem may be due to increased extracellular polymeric substances (EPS) produced by methanotrophs at this depth. An established link exists between methane oxidation, oxygen availability, and EPS production in methylotrophic bacteria [27, 47]. The primary component of this band appears to be polysaccharides, as there were no significant increases in extracellular DNA or total protein (two common EPS components) detected in the band segment (Fig. S3, see online supplementary material for a color version of this figure). However, these results do not negate the possibility that other biomolecules are present, and additional experiments are necessary to determine the exact molecular components of this band. We determined through flow cytometry that cells at the band were comparable in size to those directly adjacent (Fig. S7, see online supplementary material for a color version of this figure). This finding supports the conclusion that the biomolecules contributing to the horizontal band phenotype are likely extracellular and not due to intracellular polysaccharide accumulation or formation of a capsule.

We observed variations in the depth and appearance of the horizontal band when we grew different methanotrophic genera in the gradient syringe (Fig. 1B). This difference may stem from the ability of different methanotrophic genera to adapt to varying oxygen tensions in the environment [14, 17, 18]. It is currently unclear whether the formation of the polysaccharide band is a cause or consequence of this location being at the intersection of the methane-oxygen counter gradient. It is possible that polysaccharide production was higher in cells at the intersection of the counter gradient as a response to low gas concentrations at this location or that polysaccharide production prevented the diffusion of gas substrates once a horizontal band formed. Although the exact triggers for extracellular polysaccharide production in methanotrophs remain to be precisely defined, excess carbon, nitrogen deficiency, and oxygen excess or limitation have all been reported to stimulate its production in methylotrophs [27, 40, 48]. More precisely identifying the involved factors may have practical implications for applied methanotrophy, such as methane mitigation in landfill covers and biofilters, which are negatively affected by the production of EPS [47].

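The log2 fold changes of band vs. above and of below vs. above were correlated across 4825 genes, with a Pearson r of 0.906 and a Spearman rho of 0.907, and 88.5% of genes had the same sign in both. Genes are not independent replicates, and both comparisons share the above libraries. In the tables simulated without any difference between segments, r was 0.504 and the share of genes with the same sign 66.8%.

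**Figure D3:**
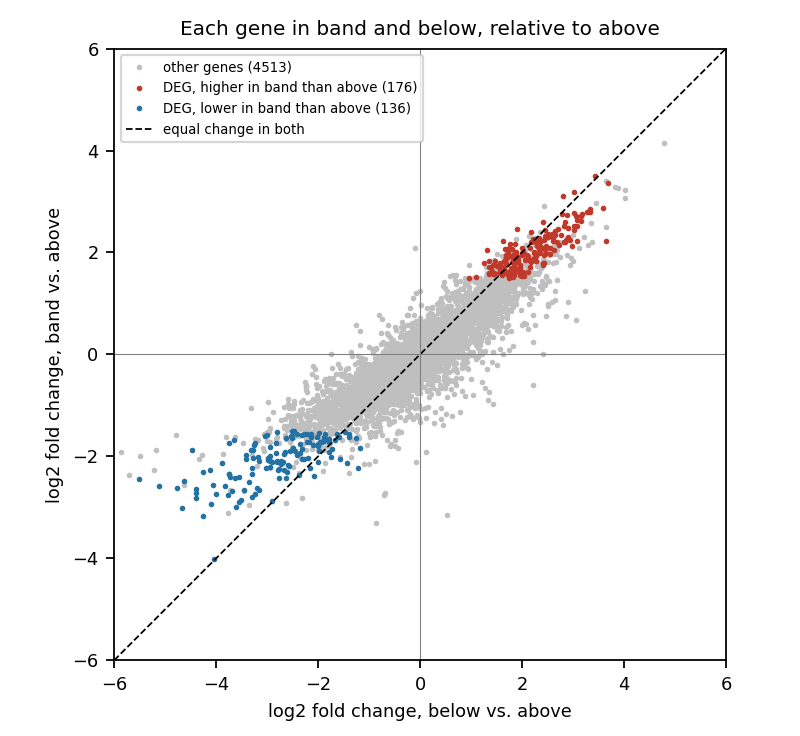
Log2 fold change in band vs. above (y axis) against below vs. above (x axis) for each gene, from the authors' deposited table, with the 176 higher and the 136 lower DEGs of band vs. above in color. All 312 DEGs have the same sign on both axes.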

Transcriptomic analysis of different segments within an LW13-inoculated gradient syringe revealed broad global gene expression differences, with the band and below segments being most similar (Fig. S5A, see online supplementary material for a color version of this figure), suggesting that oxygen availability is a major influence on cellular heterogeneity. Methane monooxygenase gene expression varied between the examined syringe segments but remained highly expressed in LW13, illustrating methanotrophs’ adaptability to oxygen changes. 

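Genes described as polysaccharide synthesis or export proteins or as glycosyltransferases, 69 in all, were higher in the band than above relative to other genes, with a median log2 fold change of 0.30, a mean of 0.36 and an adjusted p of 0.0477. That value was 0.295 with a preset correlation of 0.05, and between 0.0284 and 0.295 over its alternatives. Of them, 17 were higher and 7 lower with an adjusted p below 0.05 over all genes, and 23 passed when adjusted over the list alone. The largest change was that of a hypothetical protein with an alginate export domain (2923717918), with 2.76 in the authors' deposited table (adjusted p = 2.51e-09). Between band and below, the set had a median of −0.04, a mean of 0.02 and an adjusted p of 0.96, with the test's direction down.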

Because cells throughout the gradient syringe appeared to have comparable growth rates and sufficient metabolic activity, we aimed to link genes upregulated in the band segment with the polysaccharide phenotype. Previously, the role of the exosortase protein EpsH in production of EPS in LW13 was identified [49] and confirmed [50], where disruption of *epsH* resulted in significantly reduced EPS in ammonium mineral salts media. However, this gene was not significantly differentially expressed by cells of any segment in our RNA-seq analysis, possibly due to nitrate, rather than ammonium, being used as the nitrogen source in our experiments.

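The deposited annotation does not use the symbol epsH, but describes 2 genes by an EpsH exosortase domain, exosortase D (2923716998) and a hypothetical protein (2923717312). In the band relative to above, their log2 fold changes in the authors' deposited table were 0.43 (adjusted p = 0.337) and −0.28 (adjusted p = 0.537). The implied standard errors were 0.35 and 0.34, so changes of that size were not detectable at this precision. Their adjusted p values in the authors' deposited table were 0.782 and 0.807 for band vs. below, and 0.7 and 0.206 for below vs. above. The 20 genes matched as exosortase or PEP-CTERM proteins had a median of −0.11 and a mean of 0.19 between band and above, which differ in sign, and the direction of the set test was up (adjusted p = 0.601). In this set, 6 genes were higher and 4 lower with an adjusted p below 0.05 over all genes, and 10 passed when adjusted over the list alone.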

To explore additional potential gene-phenotype connections, we investigated a subset of genes that were upregulated in the band segment that had not yet been experimentally linked to polysaccharide production in methanotrophs. *N*-acyl amino acid synthases have been phylogenetically linked to the PEP-CTERM/exosortase system (ExoAT) [51], a putative protein sorting system in Gram-negative bacteria associated with EPS production [52]. The predicted product of the fucose 4-O-acetylase like acetyltransferase gene (OAT) likely engages in acylation processes impacting various sugar-containing cell-surface structures, including exopolysaccharides [53]. 

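The deposited annotation describes 4 genes as hemerythrin or hemerythrin-like, among them the gene disrupted in the Δhemerythrin strain. The other 3 had negative log2 fold changes between band and above in the authors' deposited table, −1.17 for a hemerythrin-like protein with a PAS domain (2923717245, adjusted p = 1.65e-04), −1.06 for a hemerythrin (2923717413, adjusted p = 0.0864) and −0.78 for a hemerythrin-like metal-binding protein (2923718336, adjusted p = 0.143). The implied standard errors were 0.27, 0.51 and 0.43. As a set, the 4 genes had a median of −0.92, a mean of −0.25 and an adjusted p of 0.717. Of the 4 genes, 2 had an adjusted p below 0.05 over all genes and 3 when adjusted over the list alone.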

Hemerythrin is a non-heme oxygen-binding protein that serves as an oxygen scavenging transporter for particulate methane monooxygenase-containing aerobic methanotrophs such as LW13 and was predictably upregulated in the relatively lower oxygen concentrations of the band segment to the above segment in our study [15].

Although ExoAT and OAT are not considered essential to cell survival and have clear potential links to the production of extracellular polysaccharides, individual knockouts of these genes in LW13 had a negative effect on both horizontal band formation and growth (Fig. 4) in the gradient syringe but did not interfere with growth in planktonic culture (Fig. S6, see online supplementary material for a color version of this figure). The fact that band formation and growth in the gradient syringe were both affected in each of these mutants suggests that either methanotrophic growth is dependent on horizontal band formation, or that the formation of the band is dependent on sufficient cell growth. Both reduction in band formation and growth in the gradient syringe by the hemerythrin mutant suggests that sufficient cell growth or metabolic activity may be required for band production, as hemerythrin production is closely linked with methane oxidation activity in micro-oxic environments [54]. Discovery of a gene that when deleted only affects band formation but not growth in the gradient syringe would further clarify the nature of this behavior.

Our results have raised questions about methanotroph physiology within a methane-oxygen counter gradient that can now be studied at the molecular level using this model ecosystem. Extending this concept, our laboratory-based model ecosystem can be used to simultaneously cultivate multiple strains isolated from a methane-oxidizing bacteria community to study the molecular and genetic-level details of chemical and physical interactions between strains. Alternatively, the simple design of the gradient syringe could be modified to cultivate other types of bacteria that exist at the boundary between oxygen and non-oxygen gas environments. This includes examples such as the aerobic H_2_-oxidizing “Knallgas” bacteria present in termite guts [6, 55], and the soil bacteria from the genus *Bradyrhizobium* that aerobically oxidize carbon monoxide generated by legume roots [56, 57]. By studying these biogeochemically relevant microbes in a model ecosystem that mimics their respective gas counter gradients, we can gain deeper insights into their unique physiology and metabolic adaptations. Overall, our study not only sheds light on the behavior of methanotrophs but also underscores the broader applicability of simple laboratory-based model ecosystems for linking genes with organismal phenotypes.

## Supplementary Material

GradientSyringe_SupplementaryInfo_rev20240219-1_wrae060

## Data Availability

The datasets generated and analyzed during the current study are available in the NIH NCBI Gene Expression Omnibus database under accession number GSE243827. This includes raw transcriptomic data, as well as normalized counts and computed pairwise fold changes for the different syringe segments.

# Supplementary material for: Linking methanotroph phenotypes to genotypes using a simple spatially resolved model ecosystem
**Source:** ISME J. 2024 Apr 16;18(1):wrae060. doi: 10.1093/ismejo/wrae060
**Supplement:** GradientSyringe_SupplementaryInfo_rev20240219-1_wrae060

## **SUPPLEMENTARY INFORMATION**

### **Linking methanotroph phenotypes to genotypes using a simple spatially resolved model ecosystem**

Delaney G. Beals and Aaron W. Puri<sup>#</sup>

Keywords: methanotroph, methane, model ecosystem, phenotypic heterogeneity

## SUPPLEMENTARY FIGURES

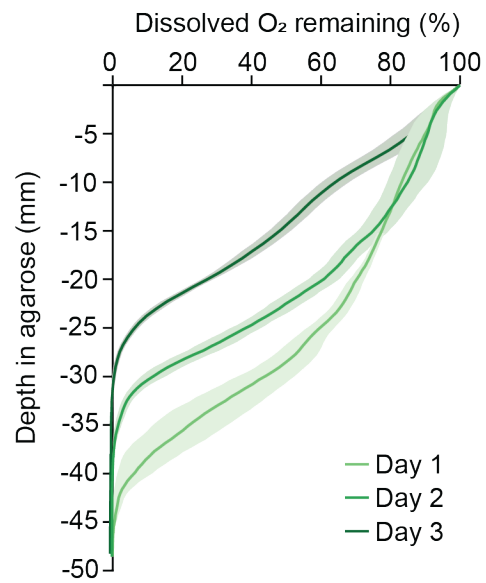

**Figure S1.** Development of the oxygen gradient in LW13-inoculated gradient syringes replenished daily with methane over three days. Data show the mean  $\pm$  standard deviation (shaded areas) of three independent experiments with five technical replicates each.

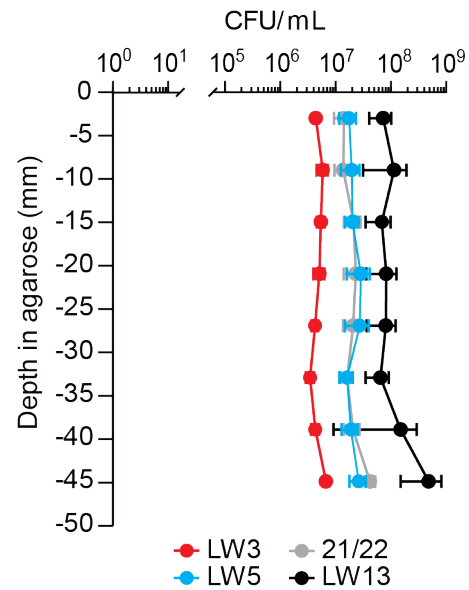

**Figure S2.** Distribution of viable methanotrophic cells in the gradient syringe one day after band formation by viable cell counts (CFU/mL). Data show the mean  $\pm$  standard deviation of three independent experiments with five technical replicates each. The mean CFU/mL from any segment of any strain is not significantly different than any other segment mean CFU/mL of the same strain; one-way ANOVA with  $\alpha = 0.05$ .

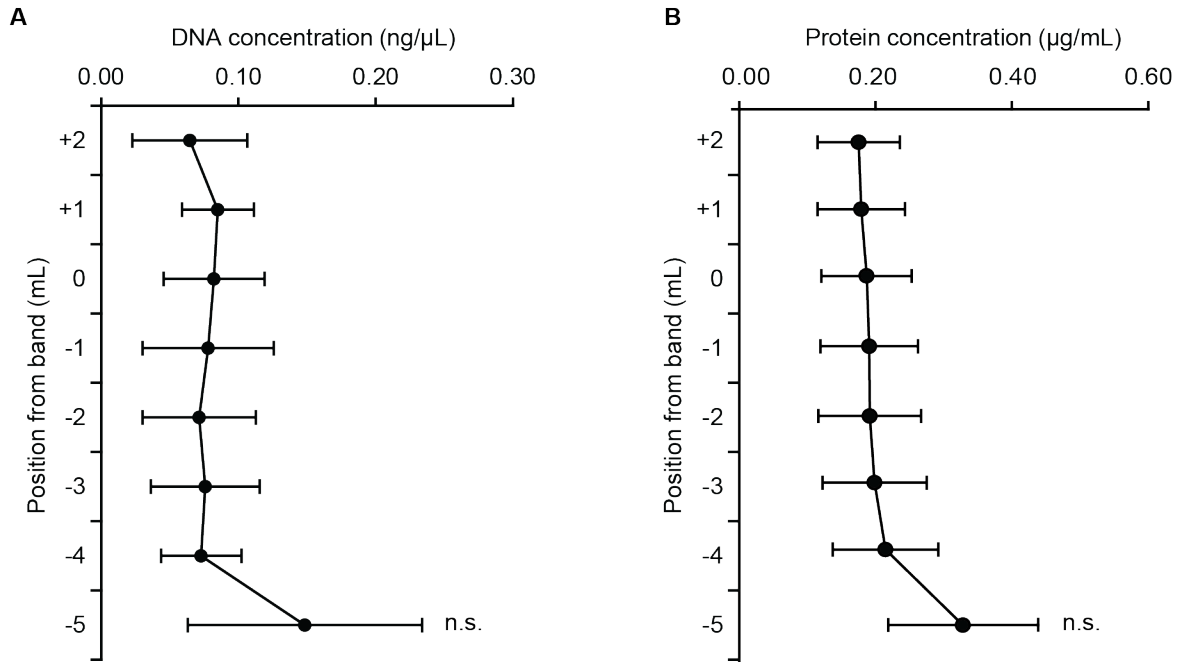

**Figure S3.** Distribution of **(A)** Extracellular DNA concentration and **(B)** protein concentration in LW13-inoculated syringes incubated for seven days. Data points and error bars represent the mean  $\pm$  standard deviation of two technical replicates from two independent experiments; n.s., not significant; one-way ANOVA with  $\alpha = 0.05$ .

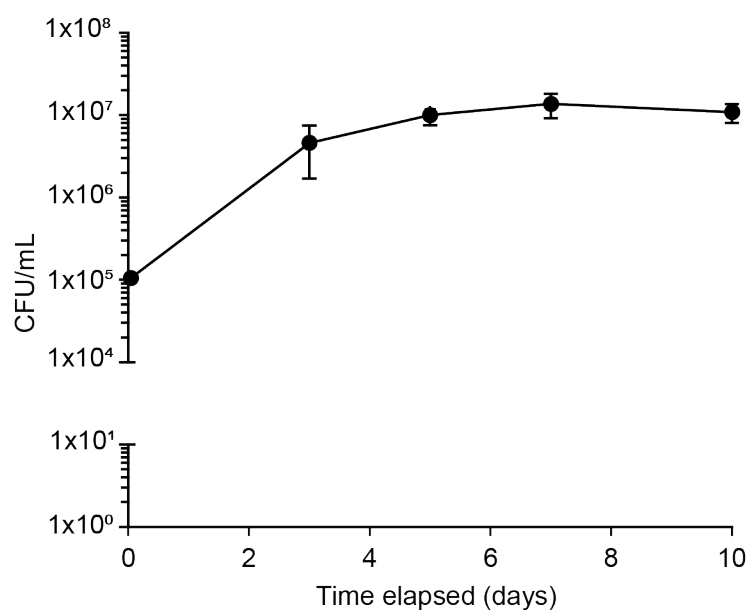

**Figure S4.** Viable cell counts of entire agarose plug of LW13-inoculated gradient syringes over ten days. Data show the mean  $\pm$  standard deviation of three independent experiments with two technical replicates each.

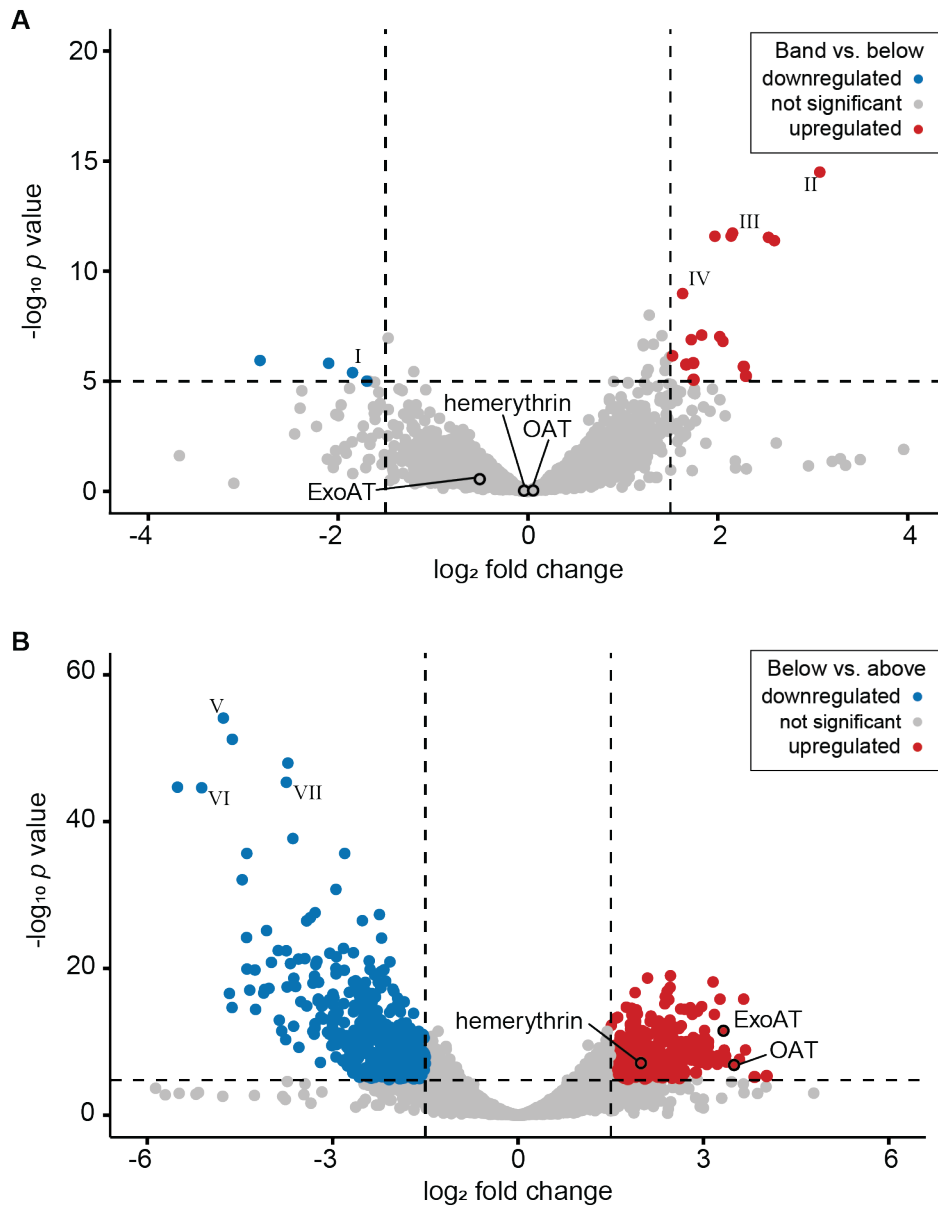

**Figure S5.** Differentially expressed genes comparing different gradient syringe segments. Dashed vertical lines signify cutoffs of  $|\log_2\text{-fold change}| > 1.5$  and the horizontal line indicates a cutoff of adjusted  $p$  value  $< 0.0001$ . **(A)** Band vs. below comparison with highlighted significantly differentially expressed genes predicted to encode (I) FMN-dependent NADH-azoreductase, (II) bacterioferritin-associated ferredoxin, (III) heme oxygenase, (IV) cell division protein FtsA. **(B)** Below vs. above comparison with highlighted significantly differentially expressed genes predicted to encode (V) heme oxygenase, (VI) bacterioferritin-associated ferredoxin, (VII) two-component response regulator RegA.

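Between below and above, 777 genes of the authors' deposited table passed the DEG thresholds, 345 higher and 432 lower in below. At an adjusted p below 0.05 with no minimum fold change, the authors' deposited table holds 2475 genes for this comparison. With the test against a log2 fold change of 1 described for the other comparisons, 519 genes passed, and 508 of these are among the 777. Among these DEGs, the lowest log2 fold changes in the authors' deposited table were −5.51 for the bacterioferritin-associated ferredoxin 2923716654, −5.12 for YneF (2923716865) and −4.77 for heme oxygenase (2923718794). The highest among the DEGs in the authors' deposited table were 4.02 for a nitrate/nitrite transport permease (2923717916), 3.83 for cyanate lyase (2923719005) and 3.68 for the Amt family ammonium transporter 2923718863. Their implied standard errors were 0.88, 0.85 and 0.61. For the response regulator RegA (2923719378), the authors' deposited table gives −3.75 for below vs. above (adjusted p = 5.32e-43). Between band and below, an FMN-dependent NADH-azoreductase (2923719452) had a log2 fold change of −1.85 with an adjusted p of 6.86e-04 in the authors' deposited table. Its implied standard error was 0.40, and it passed the unadjusted p threshold but not the adjusted one. At the unadjusted threshold, the authors' deposited table holds 17 higher and 4 lower genes for band vs. below.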

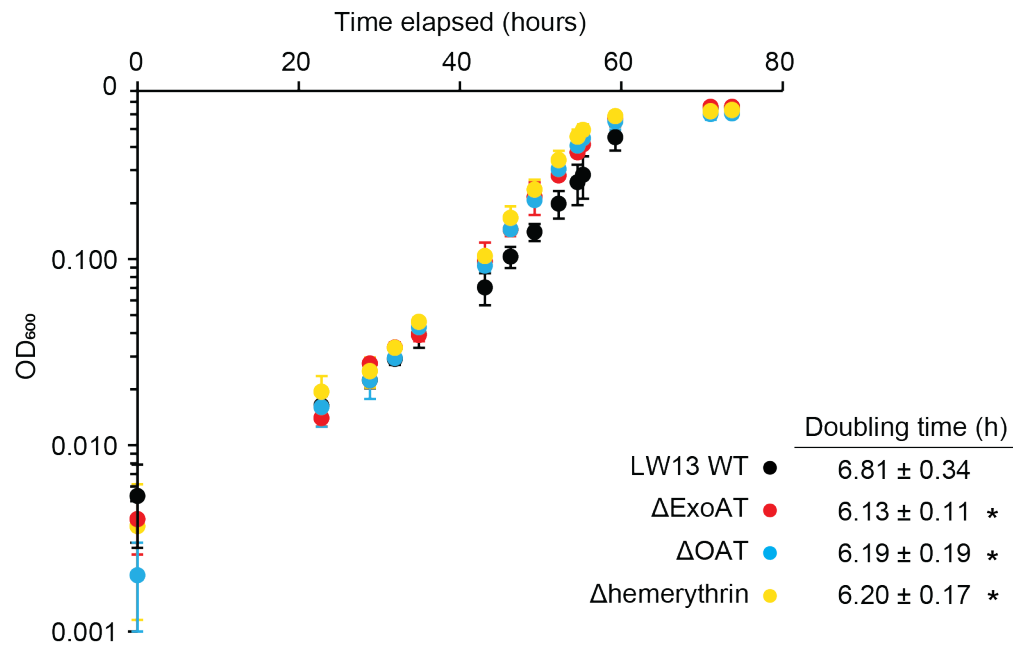

**Figure S6.** Growth curves of wild-type LW13 and single deletion mutants in shaken liquid nitrate mineral salts (NMS) media at room temperature. Doubling times in hours are shown for strains in liquid culture; mutant doubling times were significantly lower than the wild-type control (one-way ANOVA with Tukey-Kramer post hoc analysis,  $p < 0.05$ ). Data points and values represent the mean ± standard deviation of three technical replicates and are representative of three independent experiments.

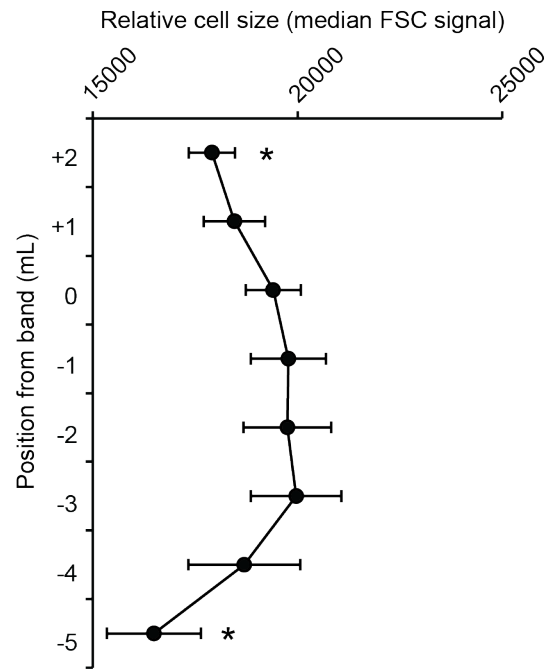

**Figure S7.** Relative cell size of LW13 in gradient syringe segments was assessed after seven days of incubation using flow cytometry, focusing on the mean  $\pm$  standard deviation of the median forward scatter (FSC) signal from each segment. \*, significantly different ( $p < 0.01$ ) from the overall mean; one-sample  $t$ -test with Bonferroni correction for multiple comparisons. Data are from three independent experiments, each with four technical replicates.

## SUPPLEMENTARY TABLES

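Table S1 gives locus tags with the position of each deleted gene on scaffold 1. By these tags, OAT (2923715777) runs from 330073 to 331065, hemerythrin (2923717515) from 2188896 to 2189291 and ExoAT (2923716464) from 1079880 to 1080629. The coding lengths computed from them are 993, 396 and 750 bp, or 331, 132 and 250 codons. For each of the 3 genes, the RefSeq annotation of the LW13 assembly ASM1686525v1 has 1 protein-coding gene with the same start and end.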

**Table S1.** Strains used in this study.

| Strain                                                                 | Puri Lab strain collection name | Description                                                                                                                   | Source or reference                                                                      |
|------------------------------------------------------------------------|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------|
| <i>Methylomonas</i> sp. strain LW13                                    | AWP145                          | Aerobic methane-oxidizing bacterium isolated from Lake Washington sediment                                                    | DOI: <a href="https://doi.org/10.1128/genomeA.00103-15">10.1128/genomeA.00103-15</a>     |
| <i>Methylobacter tundripaludum</i> strain 21/22                        | AWP100                          | Aerobic methane-oxidizing bacterium isolated from Lake Washington sediment                                                    | DOI: <a href="https://doi.org/10.1128/genomeA.00103-15">10.1128/genomeA.00103-15</a>     |
| <i>Methylosinus</i> sp. LW3                                            | AWP131                          | Aerobic methane-oxidizing bacterium isolated from Lake Washington sediment                                                    | DOI: <a href="https://doi.org/10.46936/10.25585/60007343">10.46936/10.25585/60007343</a> |
| <i>Methylocystis</i> sp. LW5                                           | AWP132                          | Aerobic methane-oxidizing bacterium isolated from Lake Washington sediment                                                    | DOI: <a href="https://doi.org/10.46936/10.25585/60007343">10.46936/10.25585/60007343</a> |
| <i>Methylomonas</i> sp. strain LW13 $\Delta$ OAT                       | AWP491                          | Strain containing deletion of gene 2923715777 with predicted fucose 4-O-acetylase-like acetyltransferase product              | Locus tag: Ga0485366_01_330073_331065 (https://img.jgi.doe.gov)                          |
| <i>Methylomonas</i> sp. strain LW13 $\Delta$ hemerythrin               | AWP492                          | Strain containing deletion of gene 923717515 with predicted hemerythrin product                                               | Locus tag: Ga0485366_01_2188896_2189291                                                  |
| <i>Methylomonas</i> sp. strain LW13 $\Delta$ ExoAT                     | AWP493                          | Strain containing deletion of gene 2923716464 with predicted N-acyl amino acid synthase of PEP-TERM/exosortase system product | Locus tag: Ga0485366_01_1079880_1080629                                                  |
| <i>Methylomonas</i> sp. strain LW13 $\Delta$ OAT::OAT                  | AWP494                          | $\Delta$ OAT with OAT under <i>nptII</i> promoter inserted between 2923716887 and 2923716888                                  | This study                                                                               |
| <i>Methylomonas</i> sp. strain LW13 $\Delta$ hemerythrin::heme rythrin | AWP495                          | $\Delta$ hemerythrin with hemerythrin under <i>nptII</i> promoter inserted between 2923716887 and 2923716888                  | This study                                                                               |
| <i>Methylomonas</i> sp. strain LW13 $\Delta$ ExoAT::ExoAT              | AWP496                          | $\Delta$ ExoAT with ExoAT under <i>nptII</i> promoter inserted between 2923716887 and 2923716888                              | This study                                                                               |

**Table S2.** SOE constructs used in this study.

| Construct | Description                                                                                                                                   |
|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| sAWP507   | SOE construct to create LW13 $\Delta$ OAT; kanR cassette flanked by ~800 bp regions directly adjacent to 2923715777                           |
| sAWP508   | SOE construct to create LW13 $\Delta$ hemerythrin; kanR cassette flanked by ~800 bp regions directly adjacent to 2923717515                   |
| sAWP510   | SOE construct to create LW13 $\Delta$ ExoAT; kanR cassette flanked by ~800 bp regions directly adjacent to 2923716464                         |
| sAWP603   | SOE construct to complement LW13 $\Delta$ ExoAT with 2923716464 under <i>nptII</i> promoter between 2923716887 and 2923716888 in genome       |
| sAWP604   | SOE construct to complement LW13 $\Delta$ OAT with 2923715777 under <i>nptII</i> promoter between 2923716887 and 2923716888 in genome         |
| sAWP605   | SOE construct to complement LW13 $\Delta$ hemerythrin with 2923717515 under <i>nptII</i> promoter between 2923716887 and 2923716888 in genome |

**Table S3.** Cloning primers used in this study.

| Primer name                     | Sequence (5' to 3')*                                                         | Description                                                                            |
|---------------------------------|------------------------------------------------------------------------------|----------------------------------------------------------------------------------------|
| Gene deletion constructs        |                                                                              |                                                                                        |
| oAWP1238                        | GATGAGAGCTTTGTTGTAGG                                                         | For amplification of kanR cassette for insertion between flanks to replace native gene |
| oAWP1239                        | TCTCGAGTCCCGTCAAGTC                                                          |                                                                                        |
| oAWP1646_507U_fwd               | AGACGACATCGAATTTAACTTCGC                                                     | For amplification of flanks to construct sAWP507 to create LW13ΔOAT                    |
| oAWP1647_507U_rev               | <u>A</u> ACTGGTCCACCTACAACAAAGCTCTCA<br><u>T</u> CGCCCCAATACAACAAGGAAAATTGCA |                                                                                        |
| oAWP1648_507D_fwd               | <u>A</u> GCATTACGCTGACTTGACGGGACTCG<br><u>A</u> GATGTGCCATTATTGAACTCTGTGACA  |                                                                                        |
| oAWP1649_507D_rev               | GCACACCTATCACGCCATTGCT                                                       |                                                                                        |
| oAWP1650_508U_fwd               | GCAAAACCTGGGCGACGATTGC                                                       | For amplification of flanks to construct sAWP508 to create LW13Δhemerythrin            |
| oAWP1651_508U_rev               | <u>A</u> ACTGGTCCACCTACAACAAAGCTCTCA<br><u>T</u> CGGTTTGGTGCTCTTGTCGGCA      |                                                                                        |
| oAWP1652_508D_fwd               | <u>A</u> GCATTACGCTGACTTGACGGGACTCG<br><u>A</u> GATCGACATGGCGTATTCTGAAGCA    |                                                                                        |
| oAWP1653_508D_rev               | AATTGGGCACGTTACGCGGGTC                                                       |                                                                                        |
| oAWP1658_510U_fwd               | GCGGCGATGCCTCTGTGTTTCA                                                       | For amplification of flanks to construct sAWP510 to create LW13ΔExoAT                  |
| oAWP1659_510U_rev               | <u>A</u> ACTGGTCCACCTACAACAAAGCTCTCA<br><u>T</u> CTGCGTTTGCTTTTCAGGCGTGTCA   |                                                                                        |
| oAWP1660_510D_fwd               | <u>A</u> GCATTACGCTGACTTGACGGGACTCG<br><u>A</u> GAGAGCAATCGGTGGCTAAGCGGC     |                                                                                        |
| oAWP1661_510D_rev               | ACCACACGGCAAGCGCTAAAGC                                                       |                                                                                        |
| Gene complementation constructs |                                                                              |                                                                                        |
| oAWP1877_2887_fwd               | ACCATTAACGGCGAAGTCAGCA                                                       | for amplification of 2923716888 from LW13 genome; overlaps with <i>nptII</i> promoter  |
| oAWP1927_2887_pnpt_rev          | <u>T</u> CCCCAATTCCTGGCAGTTTATGGGTCA<br><u>A</u> TCCGAGTACCACTACAGAGCT       |                                                                                        |
| oAWP1928_pnpt_2887_fwd          | <u>A</u> TTAGTTGTAAGCTCTGTAGTGGTACTC<br><u>G</u> GATTGACCCATAAACTGCCAG       | for amplification of <i>nptII</i> promoter; 30 nt overlap with 2923716888              |
| oAWP1929_pnpt_exo_rev           | <u>A</u> CTATCAAATGAATGCTTTTCAGAAATCA<br><u>A</u> TTTTTCTTCCTCCACTAGTA       | for amplification of <i>nptII</i> promoter; 30 nt overlap with ExoAT                   |
| oAWP1931_pnpt_fuc_rev           | <u>T</u> ATATCAACGAGTCTGTTTTTTTATCCA<br><u>A</u> TTTTTCTTCCTCCACTAGTA        | for amplification of <i>nptII</i> promoter; 30 nt overlap with OAT                     |
| oAWP1933_pnpt_heme_rev          | <u>T</u> TGAGCCGCGAGTCCAAGTAATTAAAGCC<br><u>A</u> TTTTTCTTCCTCCACTAGTA       | for amplification of <i>nptII</i> promoter; 30 nt overlap with hemerythrin             |
| oAWP1930_exo_pnpt_fwd           | <u>A</u> GAGACAGGATACTAGTGGAGGAAGAA<br><u>A</u> AATTGATTCTGAAAAGCATTCT       | for amplification of ExoAT; 30 nt overlap with <i>nptII</i> promoter                   |
| oAWP1888_589_zeo_rev            | <u>T</u> GGCCATAGCTGTTTCCTGTGTGAATAC<br><u>C</u> TTAAGCTCTTTGCCGCTTAG        | for amplification of ExoAT; 30 nt overlap with zeoR insert                             |
| oAWP1932_fuc_pnpt_fwd           | <u>A</u> GAGACAGGATACTAGTGGAGGAAGAA<br><u>A</u> AATTGGATAAAAAAACAGACT        | for amplification of OAT; 30 nt overlap with <i>nptII</i> promoter                     |
| oAWP1890_590_zeo_rev            | <u>T</u> GGCCATAGCTGTTTCCTGTGTGAATAC<br><u>C</u> TCTAATTTGTCACAGAGTTCAATAATG | for amplification of OAT; 30 nt overlap with zeoR insert                               |

|                        |                                                                          |                                                                            |
|------------------------|--------------------------------------------------------------------------|----------------------------------------------------------------------------|
| oAWP1934_heme_pnpt_fwd | <u>AGAGACAGGATACTAGTGGAGGAAGAA</u><br><u>AAAATGGCTTTAATTACTTGGAC</u>     | for amplification of hemerythrin; 30 nt overlap with <i>nptII</i> promoter |
| oAWP1892_591_zeo_rev   | <u>TGGCCATAGCTGTTTCCTGTGTGAATAC</u><br><u>CTTTACTTCAATGCTTCAGAATACGC</u> | for amplification of hemerythrin; 30 nt overlap with zeoR insert           |
| oAWP1883_zeo_589_fwd   | <u>CAATCGGTGGCTAAGCGGCAAAGAGCT</u><br><u>TAAAGGTATTCACACAGGAAACA</u>     | for amplification of zeoR; 30 nt overlap with ExoAT                        |
| oAWP1884_zeo_590_fwd   | <u>GTGCCATTATTGAACTCTGTGACAAATTA</u><br><u>GAGGTATTCACACAGGAAACA</u>     | for amplification of zeoR; 30 nt overlap with OAT                          |
| oAWP1885_zeo_591_fwd   | <u>GACATGGCGTATTCTGAAGCATTGAAGT</u><br><u>AAAGGTATTCACACAGGAAACA</u>     | for amplification of zeoR; 30 nt overlap with hemerythrin                  |
| oAWP1886_zeo_2888_rev  | <u>CAGGCAAAAAAAAAAGCCCGCTGTATCGC</u><br><u>GTATTATTCAGTCCTGCTCCTCG</u>   | for amplification of zeoR; 30 nt overlap with 2923716887                   |
| oAWP1881_2888_zeo_fwd  | <u>ACTTCGTGGCCGAGGAGCAGGACTGAA</u><br><u>TAATACGCGATACAGCGGGCTTT</u>     | for amplification of 2923716887 from LW13 genome; overlaps with zeoR       |
| oAWP1882_2888_rev      | AAATTTTACCCAAACTGCTTGGTCTC                                               |                                                                            |

\*Homology regions used for SOE PCR amplification are underlined.

## SUPPLEMENTARY REFERENCES

1. Kalyuzhnaya MG, Lamb AE, McTaggart TL, Oshkin IY, Shapiro N, Woyke T, Chistoserdova L. Draft Genome Sequences of Gammaproteobacterial Methanotrophs Isolated from Lake Washington Sediment. *Genome Announc* 2015; **3**: e00103-15.

How the deposited data were processed for this re-analysis (not part of the article)

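RNA from LW13 cells was sequenced in 9 libraries, 3 independent replicates of each of the segments above, band and below of the gradient syringe. Each library came from RNA extracted from the 2-ml segments of 8 syringes after 3 days of incubation, and pooled over the syringes after extraction. The paper's methods state that reads were checked with FastQC, trimmed with Trimmomatic, aligned with HISAT2, assembled with StringTie and compared between segments with DESeq2 in KBase. The genome build is not given in the sources used here, and the paper's text does not say whether the replicate was a term in the fit.

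The values used were those of the authors' deposited table of comparisons. Its log2 fold changes were made by the authors with DESeq2, as the log2 ratio of the first-named segment to the second, for band vs. below, band vs. above and below vs. above. Its p values were made by the authors' DESeq2 test, and its q values are those p values adjusted over genes by the authors. The deposited q values were between 0.996 and 1.02 times those of a Benjamini-Hochberg adjustment computed here. The q values headed for line and above were taken as those of band vs. above, because they follow that p value. The table lists 4892 genes, of which 4887, 4825 and 4826 have values in the 3 comparisons. A product description is missing for 62 genes, all with values in band vs. below and 1 with a value in a comparison with above. Another 5 genes have a description but no value, and 1 q value of below vs. above is not a number. For all but 1 of 4825 genes, the 3 log2 fold changes added up within 0.000001. A second deposited table, whose 9 columns of values per library could not be assigned to segments and replicates, was not used here. The depth per sample, the spread between replicates and the rank of pmoCAB among all genes are therefore not given, and no model was fitted to the libraries.

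The choice of tests, alternatives, gene sets and rule for naming genes was made before the data were examined, with tests that need values per library. Since these could not be run, each count of DEGs was taken from the authors' deposited table at the paper's thresholds, a log2 fold change beyond 1.5 and an adjusted p below 0.0001. A standard error was derived for each log2 fold change as its size divided by the normal score of its two-sided p value, assuming a normal (Wald) test. Variances of the 3 segments followed from the 3 standard errors of a gene and were positive for 4824 of 4824 genes. They were used to simulate 100 tables in which no gene differed between segments, 100 in which the band value of every gene lay between those of the other segments, 100 in which the band was a mix of RNA like that of above and below, and 100 in which only the band differed. Noise was drawn independently for each segment, although the segments of a replicate share an experiment. Intervals for the position of the band came from 2000 resamples of genes and cover that resampling only.

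In total, 16 sets of genes were formed by patterns on product descriptions and tested in band vs. above and band vs. below with cameraPR of limma 3.58.1 in R 4.3.3, on signed normal scores, with a preset correlation between genes of 0.01 and adjustment over 32 tests. The test compares a set with all other genes. The results of all 16 sets for band vs. above are given. COG categories with at least 10 genes were tested by Fisher's exact test, two-sided, against the 4825 genes with values in band vs. above, with adjustment over 44 tests. Intervals of shares are 95% Wilson intervals, and cover counting error only. Neighbouring IDs were compared with 10000 shuffles of the genes. The other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

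The genes named are those the paper names by symbol, ID or figure label where 1 gene could be identified, the 3 DEGs with the highest and the 3 with the lowest log2 fold change of each comparison, the genes higher in the band than in both other segments, and the gene with the largest change of each set in band vs. above. The rule also asked for the same direction in every replicate, which could not be applied. The paper's values for the first of these had been seen. Genes named outside the rule are said to be chosen after their values were seen. The product descriptions do not give symbols for most genes, so the subunits of pmoCAB, mxaF and xoxF were identified by their descriptions.

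The calculations were tested on simulated data with 4824 genes, of which 200 were changed by 3 on the log2 scale. Of the changed genes, 93.5% passed the DEG thresholds in band vs. above, and 1 unchanged gene did. Alternatives were other thresholds, another adjustment, another copy of pmoCAB, other preset correlations and statistics of the set test and gene sets without members matched by accident. Those that need values per library are named with the results on processing.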

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

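Of the tests in this part, the one against noise of the shared band libraries was chosen before its result was seen, and the others after.

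The pmoCAB copy whose mean differs from the paper's value was also lower in the band than above, with a mean log2 fold change of −0.87 over its 3 subunits (standard error 0.17). It was singled out because the paper reports on a single pmoCAB operon. The order of its subunits along the IDs differs from that of the other copy. Whether it is a pmoCAB operon is therefore not settled here. Reads shared between the copies would give each subunit the same change in both, and the largest difference between copies was 1.91 standard errors, for pmoC. That is too small to exclude shared reads, so a change in both copies and reads counted on both cannot be told apart. A response of both copies to the lower oxygen of the band stays open as an explanation and was not tested.

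A hemerythrin-like gene with a PAS domain (2923717245) fell by 1.17 on the log2 scale between above and band in the authors' deposited table (adjusted p = 1.65e-04), where the hemerythrin gene disrupted in the paper rose. It was singled out because the paper discusses only the latter. The disrupted gene differed from each of the other 3 by at least 4.89 standard errors, but the genes were singled out for that difference. Reads shared between paralogs would draw their log2 fold changes together and make the difference too small, so how far such reads contribute cannot be told from this value. No explanation of the difference was tested.

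At an adjusted p below 0.05 in both comparisons, 7 genes of the authors' deposited table were lower in the band than in both other segments, a group the paper does not mention. Of these, 5 changed by more than 1 on the log2 scale in both comparisons and 1, an integrase (2923716854) named after its values were seen, had an adjusted p below 0.01 in both. Noise of the shared band libraries in segments without any difference gave at most 0 such genes in 100 simulated tables, against the 7 observed. Where no gene differs, an adjusted p below 0.05 in both comparisons is hardly ever reached. That count was therefore near 0 by construction, and it cannot decide whether such noise is the cause of the 7 genes. Noise around band values that lie between those of the other segments gave 2.24 such genes on average, and as many as 7 in 1 of 100 tables. That simulation took its true values from the observed fold changes, which already hold noise, and added new noise. It gave 384 genes with an adjusted p below 0.05 between band and below on average, against 179 in the authors' deposited table. Its counts are therefore an inexact benchmark. It also drew the noise of each segment independently, although the segments of a replicate share an experiment. The 7 genes and noise around in-between band values cannot be told apart here, because the noise shared within a replicate is not known without values per library. A biological explanation was not tested.

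Genes described as flagellar, pilus or chemotaxis proteins were higher in the band than below relative to other genes (adjusted p = 2.57e-07), with 143 of 181 genes higher and a mean log2 fold change of 0.40. Individually, 15 of them had an adjusted p below 0.05 over all genes and 23 when adjusted over the list alone. They were singled out because the paper does not discuss them in this comparison. One scaling factor per library moves all genes alike, but the mean of the set exceeded that of the 4706 other genes by 0.39, with a standard error of 0.13 at a correlation between genes of 0.05, which argues against scaling as the whole cause. With that correlation preset in the set test, the adjusted p was 0.0137. The correlation itself could not be estimated, so a true difference between segments and noise shared by genes that vary together cannot be told apart. As a hypothesis, motility genes may be more expressed in the band than below.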

How the results depend on the processing

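Apart from the other p and fold change thresholds for the counts of DEGs, the alternatives in this part, and the gene sets followed in both comparisons, were chosen after the results were seen. The minimum fold change for genes higher in the band than in both other segments was named with the test in advance but not listed among its alternatives.

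Over 151 alternative values, 126 were kept, 0 reversed, 9 became weaker, 1 became stronger and 15 moved. Many of those kept could hardly have changed. Leaving out genes matched by accident altered only the ammonium, hopanoid and ribosomal sets. Dropping genes without descriptions removed 1 gene with a value in a comparison with above. The transposase set, not followed in band vs. below, changed direction there when ranks replaced values in the set test (adjusted p = 0.97 and 0.87). A test was taken as kept if its direction and side of the threshold stayed the same, and a count if it lay within 1.5 times the count reported. A share was taken as kept if it lay within the 95% Wilson interval of the share reported, and a mean if it moved by less than its standard error. Single genes were checked with the adjustment recomputed over genes with product descriptions. Of 18 such checks, each of 1 gene in 1 comparison, 0 changed their side of an adjusted p of 0.05. The same adjustment left the counts of DEGs at 11, 312 and 777.

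For band vs. below, the 11 DEGs became 21 at an unadjusted p below 1e-05, 57 at an adjusted p below 0.05 with a log2 fold change beyond 1.5, 145 with a log2 fold change beyond 1, and 3 by the normal test against 1. The first 3 of these include the same 11 genes, and the share higher in the band was 81.0%, 64.9% and 71.7%. For band vs. above, the 312 DEGs became 505, 1201 and 101 under the last 3 of these alternatives, and for below vs. above, the 777 became 1805 at a log2 fold change beyond 1. Counts taken as kept include 741, 999 and 519 for below vs. above under the other 3 alternatives. These changes follow from the thresholds themselves.

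The 2 genes higher in the band than in both other segments became 1 at an adjusted p below 0.01, 4 at an adjusted p below 0.1 and 0 at the thresholds of the DEGs. The share of genes with band and below closest rose from 64.8% to 80.4% among genes with an adjusted p below 0.05 in any comparison, and was 64.7% when fold changes were divided by their standard errors. The mean of the other pmoCAB copy was −0.87 in place of −1.26.

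With a preset correlation of 0.05 between genes, fewer sets passed an adjusted p of 0.05, 2 in place of 7 for band vs. above and 3 in place of 6 for band vs. below. By construction a higher correlation widens the test. The adjusted p of the ammonium set became 0.126 (between 0.00417 and 0.126 over its alternatives), of the particulate methane monooxygenase set 0.0506 (0.00988 to 0.0506) and of cell division in band vs. below 0.0531 (0.00234 to 0.0531). In band vs. above, it became 0.183 for ribosomal proteins (0.0123 to 0.183), 0.295 for polysaccharide synthesis and export (0.0284 to 0.295) and 0.183 for transposases (0.0114 to 0.183). In band vs. below, it became 0.13 for nitrate and nitrite reduction (0.0178 to 0.13) and 0.239 for ribosomal proteins (0.0191 to 0.239). Without the genes matched by accident, the ammonium set became weaker (0.0962) and the hopanoid set stronger (0.0114, between 0.0114 and 0.183 over its alternatives). That list of genes was written after their values were seen.

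No paired analysis was possible because the columns of values per library name no segment or replicate. For the same reason, no alternative that needs libraries was run. These are fits with edgeR or DESeq2 on all libraries or on pairs of segments, upper-quartile, median-of-ratios and size-only scaling, leaving out the most abundant genes, filters on low counts, limma-voom, glmTreat, leaving out replicates, distances between libraries and their alternatives, length-normalised ranks of pmoCAB, and fry or an estimated correlation for gene sets. Other splits of the samples were not counted either, since they need libraries, and a new fit could not be compared with the authors' values. With 3 replicates per segment and no depths, the median implied standard error of 0.33 sets what is detectable.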

Differences from the paper's values

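The threshold at an adjusted p below 0.01 was chosen after the data were seen.

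The paper's count of genes higher in the band than in both other segments at less stringent cutoffs is 1, and here it was 2 at an adjusted p below 0.05 in both comparisons. The paper does not give those cutoffs. With a log2 fold change beyond 1 in both comparisons, it was also 2. The alternatives listed for this count before the data were examined need values per library and were not run. At an adjusted p below 0.01, a setting chosen after seeing the values, the count was 1, and the gene left is the hypothetical protein in the type VI secretion cluster that the paper describes, so 0 of the paper's genes were dropped. At an adjusted p below 0.1 it was 4.

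The paper's number of DEGs higher in the band than above is 177, and 176 genes of the authors' deposited table passed the adjusted threshold. At an unadjusted p below 1e-05, the position of the line in Fig. 3, it was 177. The unadjusted threshold does not give the paper's totals, since 313 genes passed it for band vs. above and 21 for band vs. below, where the paper's numbers of DEGs are 312 and 11. Fig. S5A marks an FMN-dependent NADH-azoreductase as a DEG between band and below, and its adjusted p of 6.86e-04 in the authors' deposited table is above the adjusted threshold, while it passed the unadjusted one. The other labelled genes of Fig. 3 and Fig. S5 that were matched to 1 gene passed the adjusted threshold.

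Of the 4 pathways the paper names at less strict cutoffs, electron transport, type VI secretion and hopanoids had positive medians and means in the band. As first matched, none of these sets reached an adjusted p below 0.05 (0.108, 0.0788 and 0.0885). No gene was left out as matched by accident from the electron transport and type VI secretion sets. Their adjusted p in that setting, 0.113 and 0.0788, could differ only through the adjustment over all sets. The electron transport set still holds mxaF and methanol dehydrogenase subunit 2. Without its genes matched by accident, the hopanoid set, then of 3 genes, passed (adjusted p = 0.0114). The genes to leave out were chosen after their values were seen. For cell wall biosynthesis the median was 0.05 and the mean −0.03 (adjusted p = 0.743), although single genes such as OafA/YrhL rose. By COG category, cell wall genes were 12 of the higher DEGs (adjusted p = 0.829) and 1 of the lower DEGs, fewer than in the background (adjusted p = 0.0231, or 0.06 among genes with a COG category).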

Other observations

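Of the tests in this part, the one for a slow trend along the chromosome was chosen before its result was seen, and the others after.

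Below and above differed in more genes than the other pairs of segments. One scaling factor per library would shift all genes alike and leave no spread beyond noise around their mean. The SD of the log2 fold changes was 1.26 against 0.41 from noise alone, which leaves 1.19 beyond noise, and this argues against scaling as the whole cause. The segments differ in both oxygen and methane, and which of them matters was not tested.

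Genes of iron acquisition and storage were lower in the band than above relative to other genes, with a median of −1.20, a mean of −0.89 and an adjusted p of 6.14e-05 over 22 genes, which was 0.00617, the highest of its alternatives, with a preset correlation of 0.05. Of these, 15 were lower and 2 higher with an adjusted p below 0.05 over all genes, and 17 passed when adjusted over the list alone. Since the same set was higher in the band than below, the band lay between the other segments. Transposases and integrases, 72 genes, were also lower in the band than above, with a median of −0.37, a mean of −0.44 and an adjusted p of 0.0122. With a preset correlation of 0.05 that value was 0.183, and it lay between 0.0114 and 0.183 over its alternatives. Among them, 3 were higher and 22 lower with an adjusted p below 0.05 over all genes, and 23 passed when adjusted over the list alone. No explanation was tested for either set.

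The genome also encodes a soluble methane monooxygenase. Its 6 genes had negative log2 fold changes between band and above in the authors' deposited table, and 1 had an adjusted p below 0.05 there. That gene, named here after its values were seen, is the alpha chain of component A (2923715642), with −1.28 in the authors' deposited table (adjusted p = 9.19e-04).

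Genes with neighbouring IDs had similar log2 fold changes between band and above. The correlation across pairs of genes was 0.437 for direct neighbours and 0.166 for genes 3 IDs apart, where the highest of 10000 shuffles gave 0.0575 (p = 1e-04, the smallest the shuffles can give). Of the neighbouring pairs, 61 were DEGs in the same direction, against 10.0 on average and 23 at most in the shuffles. Reads counted on the neighbouring gene would reach direct neighbours only, so the value 3 IDs apart argues against them as the whole cause. A slow trend along the chromosome would also reach distant genes, but 100 IDs apart the correlation was −0.016 (p = 0.86). A candidate explanation is that neighbouring genes are transcribed together in operons, for which no map was used here.

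For genes that differ between below and above, the position of the band was expressed as its log2 fold change relative to above divided by that of below. The median position was 0.817 for the 345 higher DEGs (95% interval 0.796 to 0.837) and 0.636 for the 432 lower DEGs (0.617 to 0.656), so the band lay nearer to below for genes that rise. A scaling offset of the band libraries of 0.19 on the log2 scale would make the positions equal. The median of 940 genes unchanged between below and above was −0.02, but normalization centres such genes, so this offset and a true difference cannot be told apart. Another candidate explanation is a band segment that holds a mix of cells like those above and below. The share of below-like RNA would then be 68.4% from the genes that rise (66.7% to 71.9%) and 80.3% from the genes that fall (79.2% to 81.5%). These shares depend on the genes taken. Among DEGs of band vs. above, which were selected by the band value itself, they were 86.9% (82.4% to 92.9%) and 90.0% (88.9% to 92.0%), with intervals that overlap. A single share of 77% in 100 simulated tables also gave unequal values, 67.1% to 75.0% from genes that rise and 75.7% to 78.5% from genes that fall. The 80.3% lies above the latter range, but a simulated bound excludes nothing, so the mix and cells in an intermediate state cannot be told apart from these values.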
